# Effects of sheared chromatin length on ChIP-seq quality and sensitivity

**DOI:** 10.1093/g3journal/jkab101

**Published:** 2021-03-31

**Authors:** Cheryl A Keller, Alexander Q Wixom, Elisabeth F Heuston, Belinda Giardine, Chris C -S Hsiung, Maria R Long, Amber Miller, Stacie M Anderson, April Cockburn, Gerd A Blobel, David M Bodine, Ross C Hardison

**Keywords:** ChIP-seq, chromatin immunoprecipitation, reproducibility, sonication, genomics, hematopoiesis, hematopoietic progenitors, CTCF, TAL1

## Abstract

Chromatin immunoprecipitation followed by massively parallel, high throughput sequencing (ChIP-seq) is the method of choice for genome-wide identification of DNA segments bound by specific transcription factors or in chromatin with particular histone modifications. However, the quality of ChIP-seq datasets varies widely, with a substantial fraction being of intermediate to poor quality. Thus, it is important to discern and control the factors that contribute to variation in ChIP-seq. In this study, we focused on sonication, a user-controlled variable, to produce sheared chromatin. We systematically varied the amount of shearing of fixed chromatin from a mouse erythroid cell line, carefully measuring the distribution of resultant fragment lengths prior to ChIP-seq. This systematic study was complemented with a retrospective analysis of additional experiments. We found that the level of sonication had a pronounced impact on the quality of ChIP-seq signals. Over-sonication consistently reduced quality, while the impact of under-sonication differed among transcription factors, with no impact on sites bound by CTCF but frequently leading to the loss of sites occupied by TAL1 or bound by POL2. The bound sites not observed in low-quality datasets were inferred to be a mix of both direct and indirect binding. We leveraged these findings to produce a set of CTCF ChIP-seq datasets in rare, primary hematopoietic progenitor cells. Our observation that the amount of chromatin sonication is a key variable in success of ChIP-seq experiments indicates that monitoring the level of sonication can improve ChIP-seq quality and reproducibility and facilitate ChIP-seq in rare cell types.

## Introduction

Chromatin immunoprecipitation followed by massively parallel, high throughput sequencing (ChIP-seq) has been used extensively to produce thousands of genome-wide maps of DNA segments bound by specific transcription factors (TFs) or in chromatin with particular histone modifications. However, these ChIP-seq datasets vary widely in quality. A uniform analysis of vertebrate TF ChIP-seq datasets in the Gene Expression Omnibus (GEO) repository (RRID: SCR_005012) found that a substantial fraction were of intermediate to poor quality, and many of the control datasets (*e.g.*, IgG and mock immunoprecipitations) displayed enrichments similar to the experimental datasets, indicating that many ChIP-seq results are not substantially different from the negative controls (Marinov *et al.* 2014). An independent assessment of reproducibility in ENCODE ChIP-seq datasets found that while almost half the datasets had good agreement in peak calls across replicates, almost one-third (18/57) were dissimilar between replicates (Devailly *et al.* 2015). The variation in quality of ChIP-seq datasets is well-known, and efforts have been made to communicate the quality to potential users. A set of quality metrics were defined (Landt *et al.* 2012), and these are used to evaluate datasets within ENCODE and frequently in individual labs. Application of these and additional considerations has led to the introduction of audit “flags” at the ENCODE data portal (RRID: SCR_015482; Sloan *et al.* 2016; Davis *et al.* 2018). For the 7547 ChIP-seq datasets across four species in ENCODE (as of July 14, 2020), about 300 red flags and about 3000 orange flags were given (multiple flags can be assigned to one dataset), illustrating a serious, but not crippling, issue. The variable quality in ChIP-seq datasets, documented in these studies, leads to increased costs due to failed experiments, and it can lead to misinterpretation of data when the failures or very low quality of datasets are not recognized. Thus, it is important to discern and control the factors that contribute to variation in ChIP-seq.

Some of the factors that affect quality and reproducibility of ChIP-seq data are largely outside the control of the experimentalist. The major limiting factor in conventional ChIP-seq is the availability of highly specific antibodies. While many manufacturers make claims of “ChIP-seq validated” antibodies, many antibodies do not produce high-quality ChIP-seq data, resulting in a high failure rate using commercially available antibodies against a diverse spectrum of TFs (Savic *et al.* 2015).

Additional variables that influence the success of a ChIP-seq experiment include the abundance of the target proteins and their accessibility in chromatin to antibodies. Assays of modified histones in chromatin are often highly sensitive and reproducible, likely due to the availability of good quality antibodies as well as the abundance of histones and their tight association with chromatin. By comparison, the abundance of sequence-specific TFs varies among factors as well as across cell types. Furthermore, the extent of interaction with chromatin varies depending on its binding site and whether or not it binds DNA directly or via other DNA-associated factors.

Variables such as antibody quality or antigen abundance and accessibility can sometimes be controlled, but only by dedicated effort focused on the TF or epigenetic feature of interest. Other variables that are part of the preparative procedure, such as specific chromatin fixation and sonication conditions, are controlled by the experimentalist, and they can be optimized to improve sensitivity and reproducibility of chromatin immunoprecipitation (Khoja *et al.* 2019). Previous studies of chromatin size in ChIP-seq have indicated a recommended size range between 100 and 300 bp (Landt *et al.* 2012; Browne *et al.* 2014), while other work suggests a wider size range of 100 to 600 bp (Diagenode 2012). Thus, the optimal size for ChIP-seq currently is not clear, and a convenient means for achieving an optimal size range has not been described.

In this study, we evaluated how the extent of chromatin sonication affects ChIP-seq quality and success rate for two different sequence-specific TFs, CTCF and TAL1, and for POL2, in mouse erythroid cells. We further develop a case that the distribution of sizes of chromatin fragments after sonication is a critical and controllable aspect of ChIP-seq experiments. Finally, we leveraged these findings to produce a set of CTCF ChIP-seq datasets in primary hematopoietic progenitor cells, including several rare cell types such as hematopoietic stem and progenitor cells and lineage-restricted progenitor populations.

## Materials and methods

### Cell culture methods

G1E-ER4 cells were grown in IMDM media + 15% FBS, kit ligand, and erythropoietin in a standard tissue culture incubator at 37°C with 5% CO^2^ as described (Weiss *et al.* 1997). To induce erythroid maturation, G1E-ER4 cells were treated with 10^−8 ^mol/L β-estradiol for 24 hours (G1E-ER4+E2). Cells were harvested by centrifugation at 500 × *g* for 5 minutes at 4°C and washed once in 1×PBS.

### Isolation of hematopoietic progenitor cells

All primary hematopoietic cell populations were enriched from 5- to 8-weeks-old C57BL6 male mice. LSK, CMP, MEP, GMP, CFU-E, ERY, CFU-MK, and MK populations were harvested and isolated from bone marrow (BM) using the following cell isolation markers as described (Heuston *et al.* 2018, Supplementary Table S4).

LSK: CD4^−^, CD8^−^, IL7Ra^−^, CD11b^−^, Ly6g/c^−^, CD45R^−^, Ter119^−^, cKit^+^, Sca1^+^

CMP: CD4^−^, CD8^−^, IL7Ra^−^, CD11b^−^, Ly6g/c^−^, CD45R^−^, Ter119^−^, cKit^+^, Sca1^−^, CD34^+^, CD16/32^−^

GMP: CD4^−^, CD8^−^, IL7Ra^−^, CD11b^−^, Ly6g/c^−^, CD45R^−^, Ter119^−^, cKit^+^, Sca1^−^, CD34^+^, CD16/32^+^

MEP: CD4^−^, CD8^−^, IL7Ra^−^, CD11b^−^, Ly6g/c^−^, CD45R^−^, Ter119^−^, cKit^+^, Sca1^−^, CD34^−^, CD16/32^−^

CFUE: CD4^−^, CD8^−^, IL7Ra^−^, CD11b^−^, Ly6g/c^−^, CD45R^−^, Ter119^+^, CD44^+^, FSCHigh

ERY: CD4^−^, CD8^−^, IL7Ra^−^, CD11b^−^, Ly6g/c^−^, CD45R^−^, Ter119^+^, CD44^+^, FSCLow

CFUMk: CD4^−^, CD8^−^, IL7Ra^−^, CD11b^−^, Ly6g/c^−^, CD45R^−^, Ter119^−^, Sca1^−^, CD41^+^, CD61^+^, cKit^+^

MK: CD4^−^, CD8^−^, IL7Ra^−^, CD11b^−^, Ly6g/c^−^, CD45R^−^, Ter119^−^, Sca1^−^, CD41^+^, CD61^+^, cKit^−^

### Chromatin immunoprecipitation (ChIP)

For CTCF or TAL1 in G1E-ER4+E2 cells, either 1, 5, 20, or 50 M cells in 1×PBS were crosslinked for 10 minutes by adding formaldehyde at a final concentration of 0.4%, and glycine was added at a final concentration of 125 mM to quench cross-linking. Cells were washed in 1×PBS and stored at −80°C until needed. For POL2 datasets, in either G1E-ER4 (YFP-MD) or G1E-ER4+E2 (YFP-MD) cells, chromatin immunoprecipitation was performed as described (Hsiung *et al.* 2016).

For CTCF in LSK, CMP, MEP, GMP, CFUE, ERY, CFUMk, MK, cells were fixed in 0.4% formaldehyde (16% methanol-free, Thermo Scientific) for 15 minutes before quenching in 125 mM glycine for 5 minutes. Cells were washed in 2× PIC (Roche mini-tabs, 1 tab in 5 ml = 2×) and stored at −80°C until needed.

Cells were then lysed (10 mM Tris-HCl, pH 8.0, 10 nM NaCl, 0.2% NP40) for 10 minutes on ice, washed once in 1× PBS, followed by nuclear lysis (50 mM Tris-HCl 8.0, 10 mM EDTA, 1% SDS) for 10 minutes on ice. Chromatin was then diluted further with Immunoprecipitation Buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.01% SDS) and a 1× Protease Inhibitor Cocktail set V, EDTA-free (Calibiochem, La Jolla, CA, USA). A Diagenode Bioruptor Plus 300 (Diagenode Cat# B0102001) was used to shear samples in cycles of 30 seconds on, 30 seconds off sonication at high output power at 4°C for the desired number of cycles. For optimization of sonication, see the protocol detailed in Supplementary Figure S1.

Sonicated chromatin was pre-cleared overnight at 4°C with 8 μg of normal goat IgG (Santa Cruz Biotechnology, Santa Cruz, CA; sc2028) for TAL1 or 8 μg of normal rabbit IgG (sc2027) for CTCF. Separately, 5 μg of TAL1 antibody (Santa Cruz Biotechnology, sc12984x, lot B2511) or 5 μl of CTCF antiserum (MilliporeSigma, 07-729) were pre-bound to protein G agarose beads overnight at 4°C. For binding, pre-cleared chromatin was added to the antibody: bead complex and incubated with rotation at 4°C for 4 hours. Two hundred microliters of pre-cleared chromatin was saved for use as input. After binding, the beads were washed with Wash Buffer I (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 50 mM NaCl, 1% Triton X-100, 0.1% SDS), High Salt Wash Buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS), Wash Buffer II (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 250 mM LiCl, 1% NP-40, 1% deoxycholate), and 1×TE. DNA: protein complexes were then eluted from beads with Elution Buffer (1% SDS, 100 mM NaHCO_3_). Reverse crosslinking of immunoprecipitated chromatin was accomplished by the addition of NaCl to ChIP and input samples, followed by incubation overnight at 65°C with 1 μg RNase A. To remove proteins, each sample was treated with 6 μg Proteinase K for 2 hours at 45°C. Finally, immunoprecipitated DNA was then purified using the Qiagen PCR Purification Kit (Qiagen, Germantown, MD, USA).

### Illumina library preparation for ChIP-Seq

All samples, including inputs, were processed for library construction for Illumina sequencing using Illumina’s TruSeq ChIP-seq Sample Preparation Kit according to manufacturer’s instructions. The DNA libraries were sequenced on the HiSeq 2000 or NextSeq 500, as indicated (Supplementary Tables S1 and S3), using Illumina’s kits and reagents as appropriate.

### ChIP-seq data processing

The sequencing reads were mapped to mouse genome assembly mm10 (CTCF and TAL1) or mm9 (POL2) using Bowtie (0.12.8), and then filtered to remove chrM, unplaced chromosomes, and unmapped reads. The alignment was converted to bam format using Samtools 0.1.8., and MACS (1.3.7.1) was used to generate the wiggle tracks and call peaks. UCSC's wigToBigWig program was used to convert the wiggle file to a bigWig.

### Motif analysis of optimal peaks

Optimal IDR thresholded (high confidence) peak bed files were downloaded from the ENCODE portal (RRID: SCR_015482) (Sloan *et al.* 2016; Davis *et al.* 2018) for TAL1 (https://www.encodeproject.org/files/ENCFF972VNL/; last accessed April 6, 2021) and CTCF (https://www.encodeproject.org/files/ENCFF929RJU/; last accessed April 6, 2021). All peak bed files (both high confidence and our datasets) were converted to fasta files using bedtools (2.27.1) getfasta command. Each peak in the fasta files were screened for CTCF and TAL1 motifs (HOCOMOCOv11) (RRID: SCR_005409) using FIMO, from the MEME suite (5.2.0) (RRID: SCR_001783), to predict peaks with that motif (*P* < 0.0001). A combination of custom bash scripts and the bedtools intersect command was used to extract and quantitate peaks with and without motifs (Supplemental File S2). Visualization of the bigWigs of the retrospective datasets over optimal peaks regions was done using deepTools (3.5.0) (RRID: SCR_016366) computeMatrix, bamCoverage, plotHeatmap, and plotProfile.

### Selection criteria for retrospective datasets

The inclusion criteria for CTCF and TAL1 datasets were as follows: (1) ChIP-seq experiments were performed in the same mouse erythroid cell line, G1E-ER4+E2, (2) the factor immunoprecipitated was either CTCF or TAL1, and (3) we had available unenriched input chromatin corresponding to the ChIP-seq library so that we could measure the average length of the chromatin used for the corresponding ChIP. A total of 17 retrospective datasets (eight CTCF, nine TAL1) with independent chromatin sonications met these criteria. These ChIP-seq experiments were conducted over a variety of conditions, including different fixation methods. For POL2, we used a series of 25 published (Hsiung *et al.* 2016) and unpublished POL2 ChIP-seq datasets that includes three to four replicates per condition. Because these POL2 ChIP-seq experiments were part of a time-course experiment in which G1E-ER4+E2 cells were arrested in prometaphase by nocodazole treatment, followed by release into nocodazole-free medium for 40–360 minutes (Hsiung *et al.* 2016), and thus display little to no POL2 binding at the early time points, we excluded datasets that were less than 60 minutes after nocodazole release, and only compared replicates within each time point for our subjective assessment of dataset quality. Metadata for all retrospective datasets can be found in Supplementary Table S1.

## Data availability

Supplemental File S1 contains detailed descriptions of all supplemental files. Supplemental File S2 contains code used to analyze peaks and motifs. Supplementary Table S1 contains a list of datasets and metadata for all ChIP-seq samples. Supplementary Table S2 contains data on peaks and motifs statistics. Supplementary Table S3 contains a list of datasets and accompanying metadata for all input samples. Supplementary Table S4 contains isolation/sort markers, dates of collection, and cell numbers for hematopoietic progenitors. Supplemental Material available at figshare: https://doi.org/10.25387/g3.14237849. Data are deposited in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/; last accessed April 6, 2021; RRID: SCR_005012), GEO accession number GSE159503. A custom UCSC genome session for the datasets in Figures 1 and 7 can be viewed at: https://main.genome-browser.bx.psu.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=cak142&hgS_otherUserSessionName=Keller_sonication_mm10; last accessed April 6, 2021.

**Figure 1:**
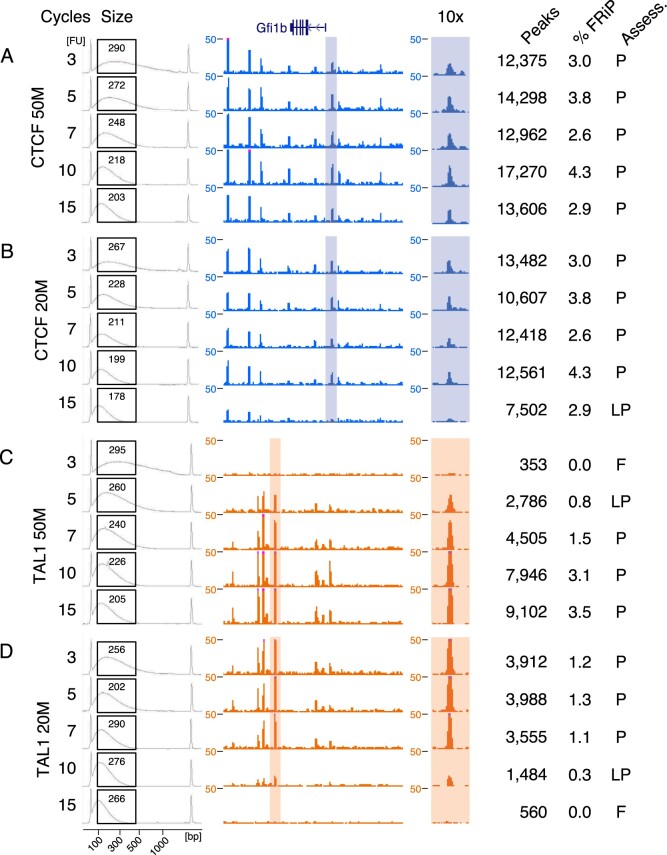
Bioanalyzer size distribution profiles and ChIP-seq signal tracks at the *Gfi1b* locus (chr2: 28,581,747-28,660,175). Bioanalzyer tracings (gray) show the size distribution profiles of the unenriched chromatin length. Black boxes overlaying the tracings denote the 100–500 bp region used to measure the average chromatin length (number in the box). Shaded areas in the signal tracks are also shown at 10× magnification to the right of the signal track, followed by the number of peaks observed genome-wide and the Fraction of Reads in Peaks as a percentage (% FRiP). The assessment (Assess.) is P, pass; LP, low pass; F, fail. (A) CTCF 50 M cells, (B) CTCF 20 M cells, (C) TAL1 50 M cells, and (D) TAL1 20 M cells.

## Results

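ChIP-seq locates where a protein sits on DNA by sequencing the chromatin fragments that its antibody pulls down. CTCF is a zinc finger protein of insulators and chromatin loop anchors, and TAL1 is a basic helix-loop-helix factor that red cell precursors need. Both were mapped in G1E-ER4+E2 cells, a mouse erythroid line that lacks GATA1 and carries an estradiol-dependent GATA1 fusion, after 24 hours of estradiol. The series holds 10 TAL1 libraries, 5 from 50 M and 5 from 20 M cells at 3, 5, 7, 10 and 15 cycles, of which 6 were assessed as Pass, 2 as Low pass and 2 as Fail. For CTCF, 8 Pass libraries and 1 Low pass library belong to the series. Another 2 Pass CTCF libraries share 248 bp and 7 cycles, one from 50 M and one from 5 M cells. The labels do not tell them apart, so both were kept, which makes 11 CTCF libraries. The authors called the peaks of each library with MACS, and the deposited lists give the position of each peak on mm10 (GRCm38), its fold enrichment and its −log10 p, which is never below 5. Peak lists give no read totals, so the depth of each library is unknown here, and fractions of reads in peaks and relative strand correlations were not computed. A reference site of a factor is an interval of merged peaks called in at least 50% of the other Pass libraries in this cell line, with 14 Pass libraries for CTCF and 10 for TAL1. This gave 13977 CTCF sites with a median width of 1011 bp and 4568 TAL1 sites with a median width of 1027 bp. Each condition has 1 library, so libraries of the same assessment or length range served as replicates, and the p-values measure the spread between separate libraries. Benjamini-Hochberg adjustment covered a family of 26 tests.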

To evaluate systematically how chromatin sonication affects ChIP-seq quality and success rate, we used the Diagenode Biorupter 300 to shear fixed chromatin from batches of 50 and 20 M mouse erythroid G1E-ER4+E2 cells to varying degrees (Supplementary Figure S1), assayed the extent of shearing using the Agilent Bioanalzyer 2100, and then subjected the chromatin to immunoprecipitation and sequencing using antibodies against either CTCF or TAL1 (Figure 1, Supplementary Table S1), for which binding sites are well known.

The resulting ChIP-seq patterns revealed a striking dependence on numbers of sonication cycles. 

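Gfi1b encodes a transcriptional repressor that red cells and megakaryocytes need, and lies on chromosome 2 of GRCm38 from 28609450 to 28621982 on the minus strand. Between positions 28581747 and 28660175, 5 CTCF sites were called in all 10 Pass libraries. One lies 99 bp from the Gfi1b start, at 28622081 to 28623295, with the best motif match CTGCCACTAGATGGCAGCA. A group of 3 sites lies between Gfi1b and Gtf3c5, at 28584671 to 28585960, 28592369 to 28593548 and 28596636 to 28597691, the first with the match CCGCCAGCAGATGGAGGGC. The fifth lies in an intron of Tsc1, the tuberous sclerosis gene, at 28653997 to 28655011. Pass libraries had 5 to 8 peaks in the window. The Low pass library (20 M cells, 15 cycles, 178 bp) had 4, and no peak was called at the site beside the Gfi1b start. Among 6 gene lists, a mean of 71.2% of the 16 erythroid regulators had a CTCF peak within the gene or 10 kb of it in Pass libraries, against 50.0% in the Low pass one. Genes of erythroid products had 58.6% against 28.6%, stem and progenitor genes 58.8% against 25.0%, megakaryocyte genes 25.0% against 12.5%, granulocyte and monocyte genes 53.3% against 33.3%, and known CTCF loci 26.0% against 10.0%. Tal1, Klf1, Zfpm1 and Runx1 kept a CTCF peak in the Low pass library, while Gata2, Lmo2 and Ldb1 had none. Of these last genes, Lmo2 had a peak in 10 of 10 Pass libraries, but Gata2 in only 7 and Ldb1 in only 6. These are counts of called peaks, with 1 library on the Low pass side and no test.

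**Figure D1:**
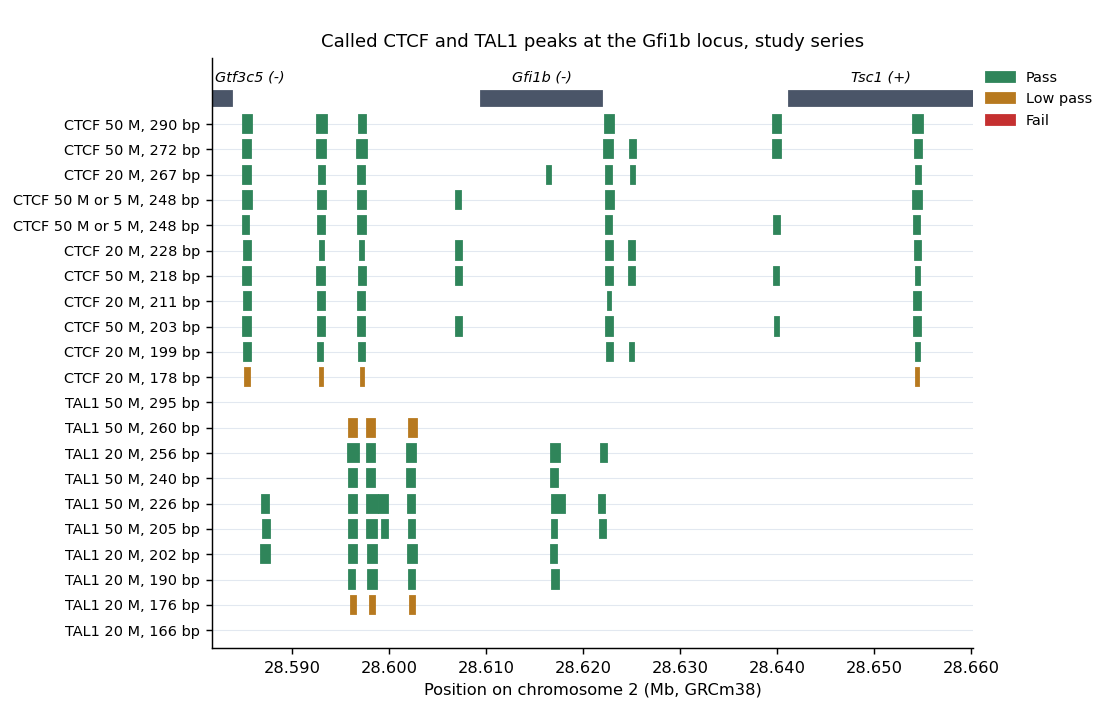
Called peaks at the Gfi1b locus on chromosome 2 of GRCm38, with position in Mb on the horizontal axis, 1 line for each of the 21 libraries, bars for peaks coloured by assessment and grey bars for genes with their strand. The Low pass CTCF library has 4 peaks and neither Fail TAL1 library has a peak in the window.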

While many CTCF ChIP-seq samples (Figure 1, A and B) showed the expected peaks at the illustrative locus *Gfi1b*, the sample from 20 M cells sonicated for 15 cycles showed low signal-to-noise (Figure 1B). 

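TAL1 was called at the same locus, in part beside or overlapping CTCF sites. Its peaks at 28595764 to 28596829, 28597613 to 28599910 and 28601849 to 28602872 on chromosome 2, downstream of Gfi1b, were called in all 6 Pass and both Low pass libraries and in neither Fail library. The last holds the match TCAGGTTTGGCCTGATAAG. A peak in a Gfi1b intron at 28616636 to 28618117 (match GCTGGCCCAGGAAGATAAG) was called in the 6 Pass libraries and in none of the other 4. The Fail library of 50 M cells and 3 cycles (295 bp) had 291 peaks in the genome, and that of 20 M cells and 15 cycles (166 bp) had 606. Both still had a TAL1 peak in an intron of Zfpm1, the GATA1 cofactor FOG1, at 122286579 to 122288404 on chromosome 8. In Pass libraries a mean of 90.6% of the erythroid regulators had a TAL1 peak, in Low pass libraries 75.0% and in Fail libraries 21.9%. Genes of erythroid products gave 86.9%, 75.0% and 25.0%, and megakaryocyte genes 68.8%, 56.2% and 6.25%. Stem and progenitor genes gave 14.6%, 0% and 0%, granulocyte and monocyte genes 22.2%, 16.7% and 5.56%, and CTCF loci 0% in each. Klf1, Epor, Alas2 and Ldb1 had a peak in every Pass and Low pass library and in no Fail library. Trim10 kept its peak in both Fail libraries. A gene without a called peak is not shown to be unbound, since a call depends on a depth that is not known here.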

Good quality TAL1 ChIP-seq data were obtained for most of the samples, but the pattern of failures was more complex, with poor results obtained at low cycle numbers for 50 M cells and at higher cycle numbers for 20 M cells (Figure 1, C and D).

We hypothesized that the lower quality datasets may result from the impact of the different cell numbers and sonication conditions on the resulting sizes of the chromatin. To investigate the relationship between sheared chromatin length and ChIP-seq success, we used the Bioanalyzer results to determine the average size of unenriched chromatin between 100 and 500 bp for each sample (Figure 1, Supplementary Table S1). This range was selected in order to standardize the measurement and avoid skewing the average by including large molecular weight heterochromatin. Further, fragments outside of this size range are less likely to be sequenced when using the Illumina platform. We stress that the average chromatin fragment sizes measured in this manner are not the same as the average library size of the completed library or the library insert sizes deduced from the patterns of mapped reads after sequencing. Those library sizes reflect the distribution of DNA fragments that were selected during the library preparation protocol; they are not the average size of the pool of unenriched chromatin. In other words, the DNA fragments measured by sequencing library size are the subset of immunoprecipitated chromatin that are most favorable for sequencing, whereas the measurements used in our study are those of the unenriched chromatin input for immunoprecipitation, which are controlled by the experimentalist.

We found that, as expected, the chromatin size decreased exponentially relative to the numbers of cycles of sonication that were used for generating both the CTCF and TAL1 ChIP-seq datasets (Figure 2A). 

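From 3 to 15 cycles, the CTCF chromatin of 50 M cells went from 290 to 203 bp and that of 20 M cells from 267 to 178 bp. The TAL1 chromatin went from 295 to 205 bp with 50 M cells and from 256 to 166 bp with 20 M cells. The average length fell at every step in all 4 series. A line of log length on cycles gave −3.04% per cycle for CTCF with 50 M cells (R squared 0.95) and the same slope with 20 M cells (R squared 0.908). For TAL1 it gave −2.80% with 50 M cells (R squared 0.925) and −3.10% with 20 M cells (R squared 0.778). The loss per cycle was 9 to 27 bp between 3 and 5 cycles and 2 to 4.2 bp between 10 and 15 cycles. Each curve has 5 points of 1 chromatin preparation each, so no test was made. With the lengths printed in Figure 1 in place of those of the sample labels, the TAL1 series of 20 M cells did not fall at every step and had a slope of 1.15% per cycle (R squared 0.146).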

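Chromatin from 50 M cells was longer than chromatin from 20 M cells after the same number of cycles in 10 of 10 pairs. The mean difference was 38.4 bp ± 12.8 (SD, n = 10 pairs). It ranged from 19 to 44 bp for CTCF and from 39 to 58 bp for TAL1. CTCF chromatin of 203 bp took 15 cycles with 50 M cells, and chromatin of 199 bp took 10 cycles with 20 M cells. TAL1 chromatin of 205 bp took 15 cycles with 50 M cells, and 202 bp took 5 cycles with 20 M cells. An exact sign-flip permutation test gave p = 0.00195 (two-sided, the smallest p that 10 pairs allow, adjusted p = 0.00725). The test treats the pairs as independent. The pairs of a factor are cycle steps of the same series, so a difference between series could give them all the same sign. With the lengths printed in Figure 1 the mean difference was 8.40 bp (p = 0.551 from the same exact test).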

The number of cycles required to reach a given average chromatin size range depended on the number of cells in the starting sample, with consistently more cycles of sonication needed to break chromatin to a given size when more cells are being processed. One would also expect sonication behavior to vary with different cell types and fixation methods, so in practice, the number of cycles to obtain a particular range of chromatin needs to be determined empirically. A general procedure for determining the optimal number of cycles to obtain a good fragment size range is outlined in Supplementary Figure S1.

**Figure 2:**
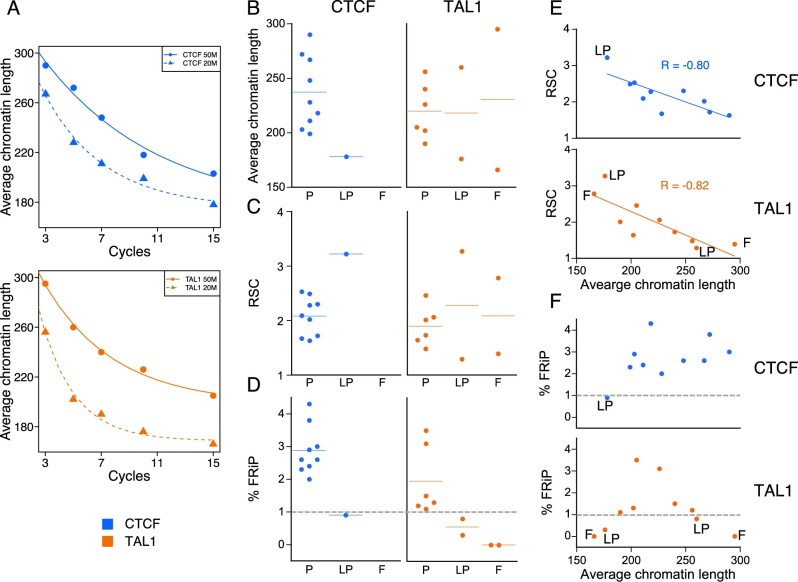
Effect of sonication cycles on chromatin length, and assessment of ChIP-seq success as related to subjective and objective quality metrics. (A) Average chromatin length versus number of sonication cycles for CTCF and TAL1, circles = 50 M cells, triangles = 20 M cells. (B) Average chromatin length classified by subjective assessment, (C) RSC scores classified by subjective assessment. (D) FRiP scores (as percentage) classified by subjective assessment. (E) RSC versus chromatin size for CTCF and TAL1. (F) FRiP (as percentage) versus average chromatin size for CTCF and TAL1. blue, CTCF; orange, TAL1; P, pass; LP, low pass; F, fail. Blue and orange horizontal lines in each category in panels (B) through (D) represent the mean. Gray dotted lines in panels (D) and (F) indicate the commonly used 1% threshold for FRiP.

We then tested the hypothesized impact of chromatin size on the success rate of ChIP-seq in several ways. First, we categorized the success or failure of each ChIP-seq experiment by inspection of the signal tracks in loci for which the CTCF and TAL1 patterns have been studied extensively by ChIP-seq and genetic experiments (Wilson *et al.* 2010, 2016; Dogan *et al.* 2015; Xiang *et al.* 2020)*.* As illustrated for the *Gfi1b* locus (Figure 1, A–D), datasets with good signal-to-noise ratios and concordance with prior knowledge were classified as “Pass,” those with some peaks present but missing others were classified as “Low pass,” and those with almost no peaks were classified as “Fail” (Figure 1, A–D). These subjective inspections were consistent with the objectively determined numbers of peaks called by MACS in each sample, with the experiments assessed as “Pass” having more peaks (Figure 1, A–D, Supplementary Table S1, Materials and Methods).

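TAL1 had more called peaks in each of the 6 Pass libraries than in any of the other 4. The Pass libraries had 3529 to 9052 peaks with a geometric mean of 5083. The Low pass libraries had 2751 (260 bp) and 1726 (176 bp). Kit, the receptor of stem cell factor, had a TAL1 peak in 4 of 6 Pass libraries and in none of the other 4. Bcl11a, a repressor of fetal globin genes, had one in 5 of 6 and in none of the 4. Lmo2, which encodes a partner of TAL1, had one in all 6 and in 1 Low pass library. The mean log10 peak number was 3.71 ± 0.175 (SD, n = 6) in Pass and 2.98 ± 0.441 (SD, n = 4) in Low pass or Fail libraries (exact permutation test, p = 0.00476, two-sided, the smallest p that 6 against 4 allow, adjusted p = 0.0155). The authors assessed libraries by the peaks seen at known loci, so peak number and assessment are not independent. For CTCF, the 10 Pass libraries had 10655 to 17196 peaks and the Low pass one had 7078. With 1 library on one side, the exact permutation test cannot go below its p of 0.0909 (adjusted p = 0.124).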

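The 16 Pass libraries span lengths from 190 bp (TAL1, 20 M cells, 7 cycles) to 290 bp (CTCF, 50 M cells, 3 cycles). Of the 5 other libraries, 4 lie outside: TAL1 chromatin of 166, 176 and 295 bp and CTCF chromatin of 178 bp. The fifth is the Low pass TAL1 library of 260 bp, inside the range, with 3 TAL1 peaks at Gfi1b where Pass libraries had 4 to 7. At Zfpm1, TAL1 had 6 to 17 peaks in Pass libraries (10.3 ± 3.78, SD, n = 6) between positions 122210058 and 122399621 of chromosome 8. The libraries of 260 and 176 bp had 4 and 2 there, and those of 295 and 166 bp had 1 each. The library of 190 bp was thus the shortest with all 4 TAL1 sites of Gfi1b, and 290 bp the longest with all 5 CTCF sites. The range was read from the libraries it describes, so it was not tested.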

We then examined the relationship between the subjective success calls and the input chromatin size, and found that the successful ChIP-seq experiments all came from sheared chromatin whose size was within a fairly defined range (about 190 to 290 bp; Figure 2B). Samples for which the ChIP-seq failed or marginally passed tended to have chromatin sizes outside this range. These results support our hypothesis and indicate that chromatin size may be related to success frequency of ChIP-seq.

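CTCF peak number against chromatin length went from 7078 peaks at 178 bp to 12352 at 290 bp, with the most, 17196, at 218 bp. TAL1 peak number went from 606 at 166 bp through 9052 at 205 bp to 291 at 295 bp. For CTCF, Pearson's r of log10 peak number with length was 0.424 (permutation p = 0.195) and Spearman's rho 0.314 (p = 0.345) over 11 libraries, and r was 0.0736 without the 2 lengths farthest from the median. For TAL1, r was −0.171 (permutation p = 0.638) and rho 0.0303 (p = 0.945) over 10 libraries, and r was 0.167 without the 2 farthest. The adjusted p was 0.242 for CTCF and 0.663 for TAL1. With one or the other library of 248 bp left out, the CTCF r over all lengths was 0.421 or 0.419. Without the 2 farthest lengths it was then 0.481 or 0.474. The farthest lengths were then 290 and 272 bp in place of 290 and 178 bp. These values thus keep the Low pass library of 178 bp and are not comparable with 0.0736. A straight-line relation was not detectable. From the range of lengths that gave Pass libraries, the paper proposes that chromatin size may be related to the success frequency of ChIP-seq.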

We then examined objective quality metrics of each ChIP-seq experiment, starting with the relative strand correlation (RSC) values, which are independent of peak calling (Landt *et al.* 2012). The RSC metric is based on the observation that, in good quality ChIP-seq experiments, mapped reads accumulate on the forward and reverse strands centered around the binding site and separated by a distance that depends on the fragment length distribution. After computing the cross-correlation of read mapping density on each strand as a function of a shifting distance, the RSC value is determined as the ratio of the cross-correlations at the peak inferred to be related to the fragment length and at a peak representing the read length. The ENCODE standards considered RSC values above 0.8 as indicative of a successful ChIP-seq (Landt *et al.* 2012). In our datasets, the samples with ChIP-seq patterns that passed our subjective visual inspection tended to have RSC values within a defined range (between 1.5 and 2.5) while lower quality datasets tended to have RSC values outside of this range (Figure 2C).

We then examined the Fraction of Reads in Peaks (FRiP) scores, which are dependent on peak calling, for each of our datasets. The FRiP score is determined by calculating the fraction of all mapped reads that fall into peak regions identified by a peak-calling algorithm such as MACS (Landt *et al.* 2012). Even in successful ChIP-seq experiments, only a minority of the sequencing reads map to enriched genomic regions that represent occupied sites while the remainder of the reads represent background or noise, and thus, FRiP is considered to be a useful, straightforward metric for the ChIP-seq success. In our study, the FRiP values aligned with our initial assessment of data quality such that all five of our datasets with reduced signal strength had lower FRiP scores ranging from 0 to 0.9%, thus suggesting a sub-par or failed immunoprecipitation (Figure 2D). Conversely, all of our other study datasets had higher FRiP scores (≥1%), consistent with the 1% threshold in the ENCODE guidelines (Landt *et al.* 2012) and indicative of successful immunoprecipitation. By contrast, other quality metrics we tested (normalized strand coefficient, Q-tag) did not consistently distinguish between successful and unsuccessful immunoprecipitation (data not shown).

As a further test of our hypothesis that chromatin size is one determinant of ChIP-seq quality, we examined whether these objective measures of quality were also related to chromatin size. For these ChIP-seq samples, the RSC score was found to be strongly negatively associated with chromatin size (Figure 2E), and the samples at both the low and high extremes of the sizes were failures (F) or low passes (LP). The FRiP scores were also related to input chromatin size, with the scores for CTCF ChIP-seq datasets increasing with fragment length (Figure 2F). The scores for TAL1 ChIP-seq presented a more complex pattern, such that the datasets with low FRiP scores also had the smallest (<180 bp) and largest (>250 bp) average chromatin length (Figure 2F). As with the RSC assessment, the datasets at the extremes of the fragment size distribution tended to have FRiP scores indicative of poor quality. Overall, these analyses implicate the chromatin fragment size distribution (summarized as the mean) as an important determinant of success of a ChIP-seq experiment, and suggested the possibility that chromatin length may have some predictive value in determining ChIP-seq success.

Since FRiP is sensitive to the parameters used for peak calling, and the differences in the number of peaks called for each dataset may affect the FRiP score for the datasets, we then investigated the impact of using one high confidence, reference peak set to compute FRiP scores for the datasets. Use of the same set of peaks across all datasets potentially could provide a more direct comparison of enrichment between datasets, but it also requires counting of reads mapping to some regions not called as peaks in a particular dataset. No ChIP-seq datasets are true gold-standard reference sets, so we chose objectively defined reference sets based on reproducibility. Specifically, we chose to use “optimal” IDR thresholded peak sets from ENCODE as proxies for high confidence peak sets for both CTCF (28,636 peaks) and TAL1 (3,334 peaks) in G1E-ER4+E2 cells. 

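CTCF peaks of the study series lay mostly in reference sites of the same cell line: 88.8% ± 5.69 (SD, n = 11 libraries), from 76.5% at 218 bp to 94.5% in the Low pass library. TAL1 peaks of the Pass and Low pass libraries gave 79.7% ± 19.8 (SD, n = 8). The lowest TAL1 shares were those of the longest lists, 45.3% at 205 bp and 51.4% at 226 bp, and the highest was 95.4% in the Low pass library of 260 bp. The strongest CTCF reference site lies in an intron of Sec22c at 121697098 to 121698797 on chromosome 9, around the match TGGCCACCAGGGGGCACTG. The strongest TAL1 site lies in an intron of Tmem131 at 36919232 to 36921209 on chromosome 1. The ENCODE high-confidence sets were not used here, so these shares refer to sites shared between the libraries themselves. Over the study and retrospective series, the CTCF share was 84.6% ± 9.67 (SD, n = 13) in Pass and 49.0% ± 46.4 (SD, n = 6) in Low pass or Fail libraries (exact permutation test, p = 0.0167, two-sided, adjusted p = 0.0334). For TAL1 it was 75.9% ± 21.4 (SD, n = 10) and 60.2% ± 40.9 (SD, n = 9; exact permutation test, p = 0.295, adjusted p = 0.348). Within the study series the CTCF difference was −6.29 points (p = 0.273 from the same exact test) and within the retrospective series 32.7 points (p = 0.286). The TAL1 differences within the same series were 12.2 points (p = 0.652, exact) and 19.0 points (p = 0.452, exact).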

A high percentage of called CTCF peaks (average of 97%) in our datasets overlapped with the high confidence peaks (CTCF overlapped-hc; Supplementary Figure S2A, Table S2), whereas a smaller fraction of called TAL1 peaks in the pass and low-pass datasets overlapped with the high-confidence set, ranging from 23 to 51% (mean of 41%) (TAL1 overlapped-hc; Supplementary Figure S2B, Table S2). We then computed the fraction of reads that are in the overlapped-hc peak sets for CTCF and TAL1 for each of the datasets, generating a variant of the FRiP score (FRiP-hc) (Supplementary Figure S2, C and D). As one might expect, the FRiP-hc scores were lower than the FRiP scores for the higher quality ChIP-seq results, likely reflecting the smaller number of peaks in the overlapped-hc sets, while the lower quality ChIP-seq results showed an increase in FRiP-hc relative to FRiP, perhaps because of the inclusion of reads in peaks not called in those datasets (Supplementary Figure S2, E and F). Importantly, even with this reduced range of values, the FRiP-hc scores are consistently higher for the subjectively assessed “pass” datasets than for the “low-pass” or “failed” sets. Thus, the observation of lower quality or failed datasets having lower FRiP-like scores than higher quality datasets is robust to the choice of peak sets used.

### Motif analysis

Having shown that sonication and the resulting distribution of chromatin fragment sizes are important variables in ChIP-seq experiments, we considered what aspects of ChIP-seq data and their interpretation were sensitive to variation in sonication conditions. As just presented, the signal-to-noise ratio was heavily influenced, leading to lower FRiP scores in the poor-quality datasets. Also, the number of peaks was substantially reduced in low quality and poor datasets. 

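The 10 strongest CTCF reference sites were called in all 14 Pass libraries of the cell line. The site in Sec22c was also called in 5 of 9 Low pass or Fail libraries, and that in a Snx29 intron (chromosome 16, 11422950 to 11424472) in 4 of 9. Of the strongest TAL1 sites, the one near Hdgf (chromosome 3, 87900763 to 87902112) was called in 9 of 9 Low pass or Fail libraries, and the one in an intron of Gypc, the glycophorin C gene, (chromosome 18, 32541860 to 32543251) in 8 of 9. Weaker sites were called less often than strong ones by the Low pass libraries. Fail libraries also missed most of the strongest 25% of sites. They called 0% to 18.1% of these for CTCF and 0.525% to 25.0% for TAL1. Recall, the share of all reference sites that a library called, was 86.8% ± 8.61 (SD, n = 13) in Pass and 17.3% ± 22.6 (SD, n = 6) in Low pass or Fail CTCF libraries of the study and retrospective series (exact permutation test, p = 3.69e-05, two-sided, the smallest possible, adjusted p = 0.00024). For TAL1 it was 81.9% ± 15.3 (SD, n = 10) and 17.7% ± 20.0 (SD, n = 9; exact permutation test, p = 2.17e-05, two-sided, adjusted p = 0.000188). Within the study series the differences were 36.8 points for CTCF (p = 0.0909 from the exact test, the smallest possible) and 62.5 points for TAL1 (p = 0.00476, exact). Within the retrospective series they were 85.0 points (p = 0.0179, exact) and 62.5 points (p = 0.00794, exact). Reference sites come from Pass libraries, with each library left out of its own reference, so this comparison favours Pass libraries in part by construction.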

We then investigated the impact of sonication variation on inferences of direct or indirect binding. The TF-bound sites deduced from ChIP-seq experiments are a mix of both direct binding to DNA with binding site motif and indirect binding to another DNA-bound protein, and either or both types of binding could be reduced in the lower quality datasets.

We assessed the contributions of direct and indirect binding to the peak sets in our experiments by using the presence of a significant match to a binding site motif in the peak region as the indicator of direct binding. 

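CTCF contacts DNA through a long motif of its zinc fingers, and TAL1 often sits with GATA1 at a CTG followed by a GATA sequence. The HOCOMOCO matrices and FIMO were not used here. Instead, a matrix 19 bp wide was learned for each factor from the 2000 strongest peaks of 1 library and scanned in the libraries of another series, with a threshold of 0.0001 on the p of each position. The CTCF matrix for the G1E-ER4+E2 libraries came from a library of primary LSK cells, where 1603 of the 2000 peaks held a hit. The TAL1 matrix for the study series came from a retrospective library, with 943 hits and 8 bp between CTG and AGATAA. Windows of the same length 10 kb from each peak gave the background. The single library used for a matrix never counted toward a share from that matrix.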

Using the program FIMO (5.2.0) (RRID: SCR_001783), we scanned the DNA sequences of the called peaks in our datasets for significant (*P *<* *0.0001) matches to the CTCF and TAL1 binding site motifs recorded in HOCOMOCO (v11) (RRID: SCR_005409) (Supplementary Table S2). 

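At Sec22c, Snx29, Rdh13 and Nemp1, the strongest CTCF reference sites all held a match to the CTCF matrix, as did the 5 sites at Gfi1b named above that were called in every Pass library. Across the 11 CTCF libraries, 97.6% ± 2.69 (SD, n = 11) of the called peaks held a match, and with one or the other library of 248 bp left out 98.4% ± 0.57 or 97.5% ± 2.81 (SD, n = 10). In windows 10 kb away the shares were 23.2% to 45.9%. The Low pass library gave 96.9% (95% Wilson interval 96.5 to 97.3) of 7078 peaks, against 23.2% in its windows 10 kb away. The lowest share, 89.7% (Wilson interval 89.1 to 90.2), belongs to one of the libraries of 248 bp, and the other 10 gave 96.9% to 99.0%. Intervals cover counting error only.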

Approximately 97% of called CTCF peaks in each dataset contained the consensus binding site motif, with little variation among the datasets despite differences in the total numbers of peaks and FRiP scores (Figure 3A). Similarly, CTCF peaks that overlapped the high confidence set also had a very high frequency of motif presence (mean of 98%. range = 97–99%, *P *<* *0.0001, Figure 3A). Thus, we infer that almost all the CTCF peaks reflect direct binding, even for the low-pass dataset. 

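Peaks in CTCF reference sites held a motif match in 98.8% ± 0.145 (SD, n = 11 libraries). In the Low pass library the share was 98.6% inside reference sites and 68.1% outside them. One of the libraries of 248 bp gave 98.8% inside and 52.7% outside, and the other 98.9% and 95.4%. The site near Dus3l (chromosome 17, 56762975 to 56764090) and the Sec22c site are examples called in all 14 Pass libraries. From the high and even motif frequency, the paper infers direct binding for almost all CTCF peaks, the Low pass library included.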

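The Low pass CTCF library called 6589 of the 13977 reference sites and missed 7388, among them the site 99 bp from the Gfi1b start. Of the missed sites 98.8% hold a CTCF motif match, and of the called sites 99.3%. It called 47.3% of the reference sites with a match and 35.3% of the 139 sites without one (Fisher's exact test, two-sided, p = 0.00478, which compares sites within 1 library). The test did not hold site strength, and a match was found in 98.2% of the weakest 25% of sites and 99.6% of the strongest. Strength, as the median rank of a site in Pass libraries, separated called from missed sites further. The library called 15.2% of the weakest 25% of sites, 31.3% and 56.3% of the next groups of 25% and 85.8% of the strongest 25%, which hold the sites at Sec22c and Rdh13.

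**Figure D2:**
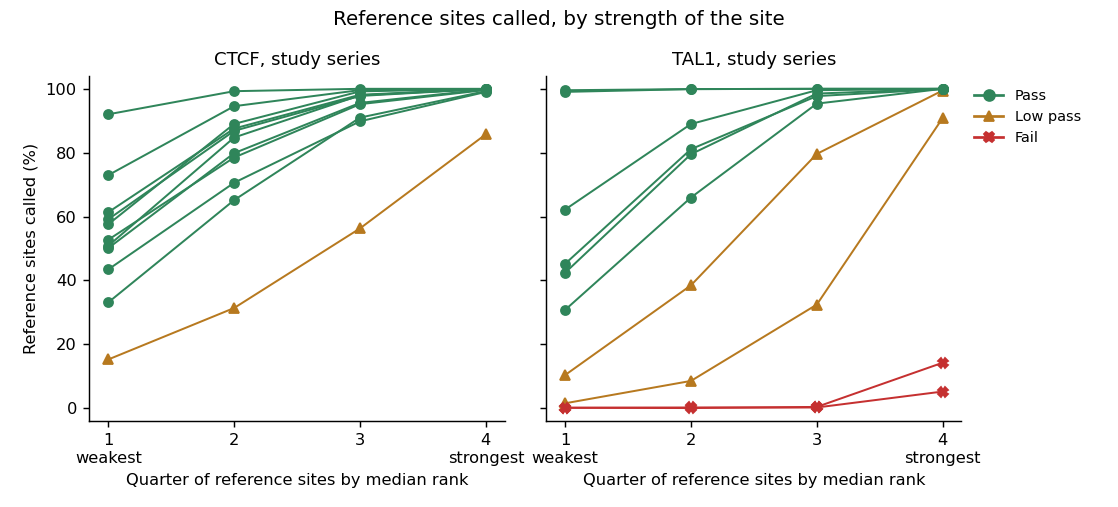
Reference sites called by each library of the study series (percent, vertical axis) in 4 equal groups of sites from the weakest (1) to the strongest (4), for CTCF and TAL1, with 1 line per library coloured by assessment. The Low pass CTCF library rises from 15.2% to 85.8%, and the Fail TAL1 libraries reach 14.2% and 5.17% in the strongest group.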

Peaks lost in the lower quality dataset predominantly are inferred to result from direct binding.

**Figure 3:**
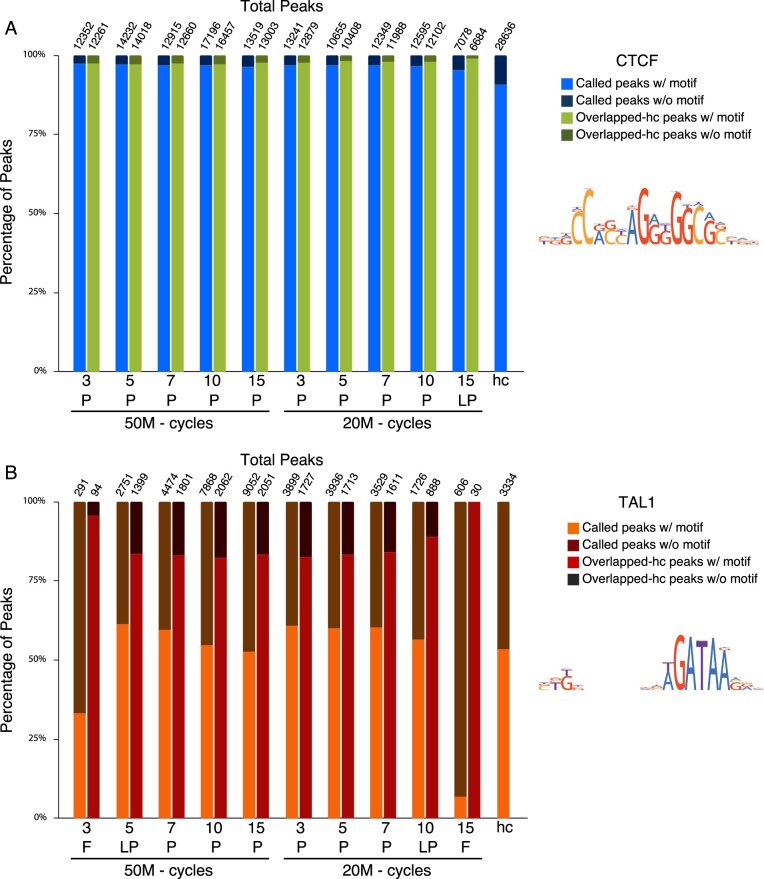
Peaks and overlapped-hc peaks, split by the presence or absence of a significant match to a binding site motif (*P* < 0.0001). High confidence peaks (hc) included for reference. Consensus binding sites for CTCF and TAL1 motifs maintained by HOCOMOCO (v11) shown on the right. (A) CTCF. (B) TAL1. Blue, CTCF; green, CTCF overlapped-hc peaks, orange, TAL1 peaks; brown, TAL1 overlapped-hc peaks.

In contrast, slightly over half of TAL1 peaks (mean of 58%, range = 53 − 61%; *P *<* *0.0001) contained a significant match to the binding site motif in all the successful (pass and low pass) and high confidence TAL1 datasets (Figure 3B). This lower proportion of direct binding for TAL1 (compared to CTCF) is expected for this TF, which is known to bind in association with other proteins at many locations (Wu *et al.* 2014). 

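TAL1 sites with a match include the Gypc intron (TCTGCAACTACCTGATAAG), the Gfi1b region (GCTGGAGGGCTCTGATAAG at 28597613 to 28599910 on chromosome 2) and the Zfpm1 intron (CCTGTCGATGGCAGATAGG). Of the called TAL1 peaks, 66.1% ± 3.00 (SD, n = 8 Pass and Low pass libraries) held a match to the composite matrix, from 61.1% at 205 bp to 69.0% at 260 bp. The windows 10 kb away gave 18.1% to 30.5%. The share depended on the motif used. With a threshold of 1e-05 per position it was 30.2% ± 3.22 (SD, n = 8), and an exact match to the consensus read from the matrix gave 13.3% ± 1.21 (SD, n = 8). A peak without a match may hold a TAL1 site of another form, which was not scanned.

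**Figure D3:**
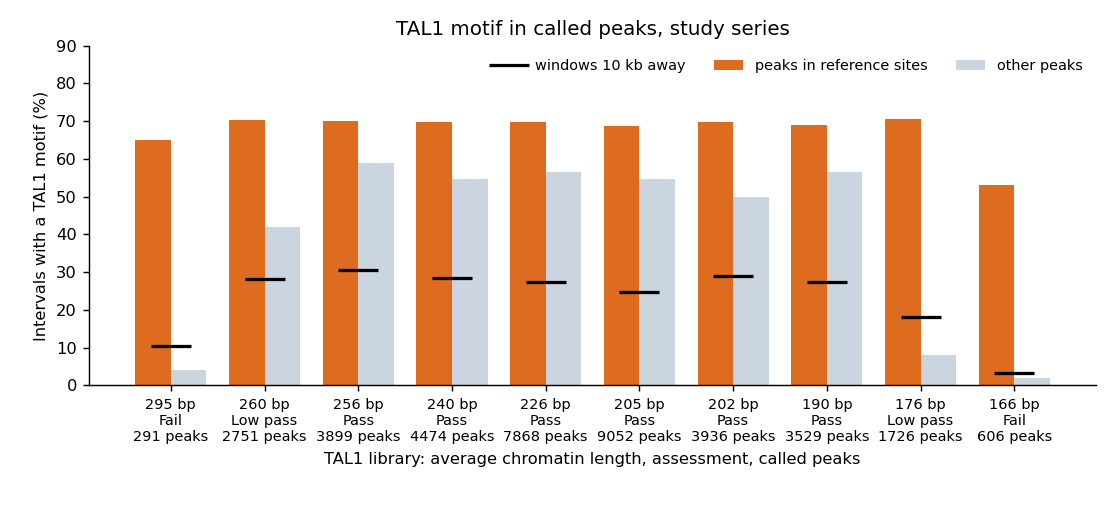
Share of TAL1 peaks with a motif match (percent) in the 10 TAL1 libraries of the study series, for peaks in reference sites, other peaks and windows 10 kb away. Peaks in reference sites lie at 53.1% or above in every library, and the other peaks of the Fail libraries at 4.10% and 1.85%.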

Importantly, the failed TAL1 ChIP-seq experiments showed little to no motif enrichment, indicating that the peaks called in these low-quality datasets reflect indirect binding or false positives. 

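The strongest peaks of the Fail TAL1 library of 295 bp include peaks near Hdgf and in Ppp1r15a, in Gypc, the gene of a red cell membrane protein, and in Tmem131, and all of the 10 strongest lie in reference sites and hold a match. The 10 strongest peaks of the Fail library of 166 bp all lie mostly in repeats, and none is in a reference site or holds a match. Over all peaks, the library of 295 bp had a match in 39.5% of 291 peaks (95% Wilson interval 34.1 to 45.2), against 10.3% in its windows 10 kb away (Fisher's exact test, two-sided, p = 1.61e-16). The library of 166 bp had one in 7.26% of 606 peaks (Wilson interval 5.45 to 9.61), against 3.32% (Fisher's exact test, p = 0.00287). These tests compare the peaks and windows of 1 library, not conditions. In the library of 166 bp, 57.4% of the peaks lie mostly in repeats, and in that of 295 bp 23.0%.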

When the motif analysis was confined to the peaks that overlapped the high confidence TAL1 peaks, a larger proportion contained a motif match (mean of 87%, range = 82–100%; *P *<* *0.0001; Figure 3B), suggesting that the subset of called peaks overlapping high confidence peaks was enriched for direct binding. 

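In TAL1 reference sites, 69.7% ± 0.580 (SD, n = 8 Pass and Low pass libraries) of the peaks held a match. In the Low pass library of 176 bp the share was 70.4% inside reference sites and 8.15% outside, and in that of 260 bp 70.3% and 42.1%. In the Fail libraries it was 65.1% inside and 4.10% outside at 295 bp, and 53.1% and 1.85% at 166 bp. The Fail library of 295 bp has 110 such peaks with a match and that of 166 bp 34, and both called the site in the Zfpm1 intron. Over the study and retrospective series, the share inside reference sites was higher than outside by 32.7 points ± 19.5 (SD, n = 18 libraries; sign-flip permutation test, p = 7.63e-06, two-sided, the smallest possible). One library with too few peaks in reference sites was left out of that test.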

Despite the rarity of a motif match in the small numbers of peaks in the failed TAL1 ChIP-seq experiments, the very small number of peaks in those sets that overlap the high confidence set actually do contain a match to the binding site motif. These results indicate that for TAL1 ChIP-seq, peaks inferred to result from both direct and indirect binding were lost in the lower quality and failed experiments, but a small number of direct binding peaks were retained.

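TAL1 sites with a match (direct) and without one (indirect) were both missed by the weaker libraries, Kit and Bcl11a being genes where no Low pass or Fail library called TAL1. Of the 4568 reference sites, 71.6% hold a match. The Low pass library of 260 bp called 59.7% of the direct and 50.2% of the indirect sites (Fisher's exact test, two-sided, p = 6.58e-09). The Low pass library of 176 bp called 36.9% and 24.2% (Fisher's exact test, p = 5.49e-17). The Fail library of 295 bp called 4.37% and 1.85% (p = 1.61e-05 from the same exact test), and that of 166 bp 1.68% and 0.693% (p = 0.0112). These tests treat sites as units within 1 library. They did not hold site strength, and stronger sites hold a match more often. The share with a match was 65.6% in the weakest 25% of sites and 81.1% in the strongest. The tests thus do not separate kind of binding from strength. Of the strongest 25% of sites, which hold Tmem131, Gypc and the site near Hdgf, the Low pass libraries called 99.5% and 90.8% and the Fail libraries 14.2% and 5.17%. Of the weakest 25%, the Low pass libraries called 10.3% and 1.49%. From the motif content of what was lost and kept, the paper concludes that peaks of both kinds of binding were lost, and that a few direct ones were retained.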

We then performed a metapeak analysis to examine at higher granularity how the ChIP-seq read distribution at peak sites changed as a function of sonication and chromatin size. For consistency, we computed the numbers of mapped reads across the DNA intervals containing high confidence peaks for all experiments, regardless of whether a peak was called in each experiment. In the CTCF datasets, the motif-containing peaks presented a stronger signal compared to those that did not contain a significant motif match, and the signal in both types of peaks was reduced in the low pass dataset (Figure 4A). In contrast, the signal intensities and positional distributions are similar for the TAL1 peaks in both the motif-containing class and the motif-lacking class (Figure 4B), again leading to the inference that TAL1 binds directly or indirectly at roughly equivalent frequencies. The signal intensities were reduced for both classes of TAL1 binding in the low-pass datasets, and they were almost undetectable for both classes in the failed datasets.

**Figure 4:**
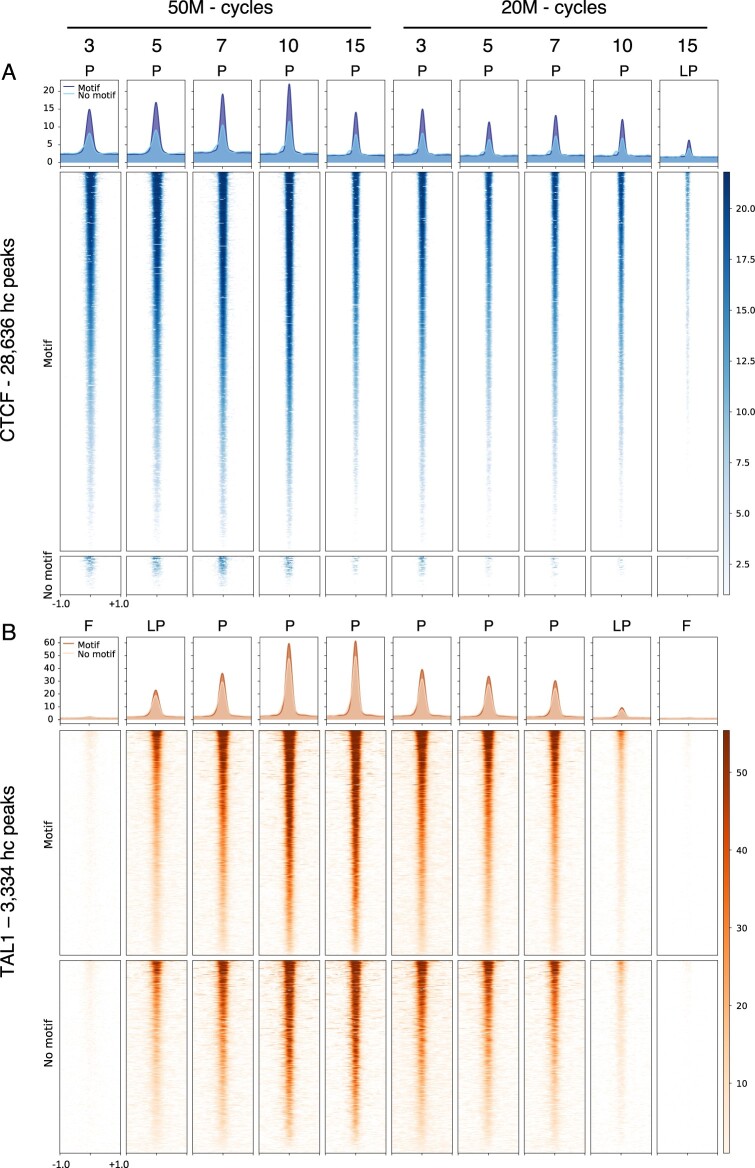
Metapeak analysis on the high confidence set of peaks for (A) CTCF, and (B) TAL1 datasets. Each peak was classified by the presence or absence of a significant match to the binding site motif. Each row represents a genomic region (centered on a peak and then extended 1,000 bp in each direction) with the signal strength (normalized as the Z-score for mapped reads) indicated by the color intensity, with darker colors for higher scores. Aggregated signal intensity across all DNA intervals are plotted in the top graphs for peaks containing a motif match (darker color) or not (lighter color). Peaks with a significant CTCF motif (*P *<* *0.0001) = 25984. Peaks without a CTCF motif = 2651. Peaks with a significant TAL1 motif (*P *<* *0.0001) = 1783. Peaks without a TAL1 motif = 1550. blue, CTCF; orange, TAL1.

Both types of analyses indicate that sonication conditions that produced lower quality datasets reduced the ability to detect both direct and indirect binding for both TFs. The failed experiments detected few peaks, but even in these cases, a low-level accumulation of reads was detected at the positions of high confidence peaks.

### Retrospective analysis

To examine whether the relationship between average fragment size and success rate of ChIP-seq held for other samples, we did a retrospective analysis of 17 additional ChIP-seq datasets (eight for CTCF and nine for TAL1) generated in our laboratory. These ChIP-seq experiments were conducted over a variety of conditions, including different fixation methods that confounded our assessment of quality, and they provided an opportunity to determine whether a robust relationship between chromatin size and quality could be detected. 

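The retrospective libraries are ChIP-seq of the same 2 factors in G1E-ER4+E2 cells, made at other times. For CTCF, 3 were assessed as Pass, 1 as Low pass and 4 as Fail, with 193 to 21986 peaks. For TAL1, 4 were Pass, 2 Low pass and 3 Fail, with 204 to 9763 peaks. The deposited peak lists have the same form as those of the study series. A set of 4 TAL1 libraries was made with a different fixative, and the results were computed with and without them. The antibody label of 1 Pass TAL1 library, of 221 bp, names CTCF. It was kept as TAL1, the factor that its title names, and 63.0% of its peaks held a TAL1 match, against 20.6% in windows 10 kb away. The TAL1 matrix for these libraries came from a study library, with 977 hits in 2000 peaks.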

After assessing their quality by subjective inspection, we observed, as before, that very low average chromatin length was associated with failure or low quality of the experiment (Figure 5A). 

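Of the 5 retrospective CTCF libraries below 200 bp, 4 were assessed as Fail and 1 as Low pass. The library of 195 bp (Low pass) still called 45.5% of the reference sites and 4 peaks at Gfi1b, where the 3 Pass libraries of 214 to 226 bp had 7 to 11. The Fail library of 196 bp had 850 peaks, 66.7% with a CTCF match, and its strongest peak lies at the Sec22c site. The Fail library of 176 bp had 9218 peaks but called 0.258% of the reference sites, with a match in 3.72% of peaks. For TAL1, the single library below 200 bp (183 bp, Fail) had 352 peaks, which include 4 of the 16 erythroid regulators and 7 of the 14 genes of erythroid products. A CTCF peak lay at 81.2% of the erythroid regulators in Pass libraries (mean) and at 10.0% in Low pass or Fail ones. Pass CTCF libraries had a mean log10 peak number of 4.25 ± 0.0834 (SD, n = 3) and the others 3.32 ± 0.699 (SD, n = 5; exact permutation test, p = 0.0714, two-sided, adjusted p = 0.109, smallest possible 0.0179). Pass TAL1 libraries had 3.64 ± 0.249 (SD, n = 4) and the others 2.77 ± 0.369 (SD, n = 5; exact permutation test, p = 0.0159, adjusted p = 0.0334). Without peaks that lie mostly in repeats, a setting chosen after seeing the data, the CTCF difference was 1.38 (p = 0.0357, exact). Without the 4 TAL1 libraries of a different fixative, the TAL1 difference was 1.05 (p = 0.100, exact, the smallest possible).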

Successful ChIP-seq experiments showed values around 2 for the ENCODE quality metric RSC and a FRiP score above 1% (Figure 5, B and C, Supplementary Table S1). While no consistent trend was observed for RSC scores in low quality or failed datasets, all such datasets had very low FRiP scores. These retrospective analyses support our hypothesis that chromatin length distributions are important variables in the success of ChIP-seq. However, we also found that some of the retrospective TAL1 datasets with larger average chromatin size ranges were successful, particularly those prepared with different fixatives.

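TAL1 chromatin over 250 bp gave results from complete to none. The Pass library of 298 bp, made with the usual fixative, had 9763 TAL1 peaks, called 99.9% of the reference sites and had a peak at 15 of the 16 erythroid regulators. The library of 273 bp, also with the usual fixative, failed with 539 peaks and none of the 16, although a peak near Hdgf was among its strongest. With a different fixative, the library of 269 bp was assessed as Pass (3191 peaks, 13 of the 16 regulators), those of 289 and 263 bp as Low pass (1574 and 1212 peaks, 11 and 10 regulators) and that of 297 bp as Fail (204 peaks, none). The libraries of 289 and 263 bp still called TAL1 at 3 and 2 sites of Gfi1b. Recall was 65.3% at 269 bp, 30.8% at 289 bp, 25.2% at 263 bp and 0.131% at 297 bp. With 4 libraries of a different fixative against 2 of the usual one above 250 bp, no difference between fixatives was tested. From the retrospective series the paper argues for its hypothesis that chromatin length is an important variable for success, and states the larger TAL1 libraries as an exception.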

**Figure 5:**
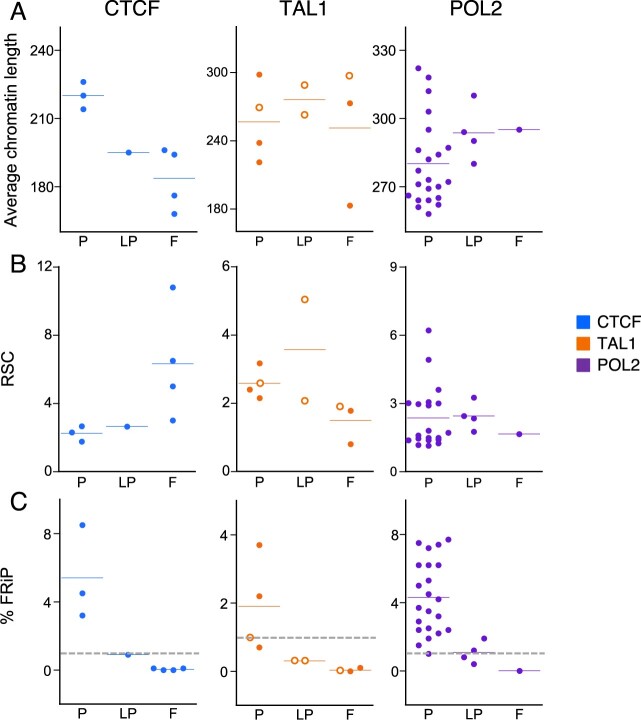
Retrospective datasets separated by subjective assessment. (A) Average chromatin length. (B) RSC. (C) FRiP (as percentage). blue, CTCF; orange, TAL1; purple, POL2; P, pass; LP, low pass; F, fail; open circles, different fixative than all other TAL1 datasets (new and retrospective) described in this study. Blue and orange horizontal lines in each category represent the mean. Gray dotted lines in (C) indicate the commonly used 1% threshold for FRiP.

To determine whether the effect of chromatin size generalizes among different factors and even between different laboratories, we included a series of published and unpublished ChIP-seq experiments on a third protein, POL2, in our retrospective analysis. These experiments examined the pattern of POL2 occupancy over a time-course after release of mitotically arrested G1E-ER4+E2 cells (Hsiung *et al.* 2016). The mitotic cells had very low levels of transcription and POL2 occupancy, but those levels increased dramatically after release to G1 phase. Therefore, we included only the POL2 datasets at least 60 minutes after release to focus on the period after transcription was underway, and we only compared replicates within each time point after release for our subjective assessment of dataset quality (Supplementary Table S1). We could not examine the impact of very small average chromatin lengths in these POL2 ChIP-seq datasets because all were >260 bp, but we did find that the lower quality and failed ChIP-seq experiments all had average chromatin lengths of ≥290 bp (Figure 5A). No consistent trend was observed for RSC scores, but the lower quality and failed POL2 experiments had lower FRiP scores than successful POL2 experiments (Figure 5, B and C). Thus, this retrospective analysis of experiments for all three proteins further supports the finding that average fragment length distribution (sonication) impacts the quality and sensitivity of ChIP-seq.

To further test our hypothesis that ChIP-seq experimental success was dependent on the input chromatin size, we conducted a meta-analysis of the combined initial and retrospective datasets using the quality metric FRiP score rather than pass-fail categorization. These combined datasets from a total of 62 experiments were binned by the chromatin length, specifically <200, 200–250, and >250 bp for CTCF and TAL1, and <290 and ≥290 bp for POL2 (Figure 6). 

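The bins of 200 and 250 bp were applied to the lengths of the sample labels. CTCF in G1E-ER4+E2 cells had 7 libraries under 200 bp, 9 from 200 to 250 bp and 3 above. TAL1 had 4, 6 and 9. The POL2 libraries were not analysed here, and no primary library entered the bins. Of the low-input libraries, only the one of 5 M cells among the pair of 248 bp did, since both of that pair were kept. In place of FRiP, which needs reads, the peak number and the recall of reference sites were compared. Reference sites come from Pass libraries, and every library of 200 to 250 bp is a Pass library. Recall thus favours that bin in part by construction. The paper applied these bins to the same libraries. All CTCF libraries above 250 bp belong to the study series, so that comparison has no retrospective value. Study and retrospective series were also compared within themselves.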

Our hypothesis predicts that the FRiP scores should be higher for experiments with chromatin sizes in specific ranges for each factor, and this was observed in the results. For both CTCF and TAL1, most samples of chromatin size <200 bp have a low FRiP score indicative of failure, while experiments with samples of chromatin size between 200 and 250 bp have FRiP scores indicative of success. The differences between the scores for these two size ranges were significant for both CTCF (*P *<* *0.005, Student's *t*-test) and TAL1 (*P *<* *0.05, Student's *t*-test). 

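The CTCF libraries of 267, 272 and 290 bp each called all 5 sites at Gfi1b, the one beside the Gfi1b start included. They called 86.7% ± 4.34 (SD, n = 3) of the CTCF reference sites, and the 9 libraries of 200 to 250 bp called 87.5% ± 10.1 (SD, n = 9). The difference of −0.771 points was less than the spread between libraries (exact permutation test, p = 0.909, two-sided). The log10 peak number differed by −0.0416 (exact permutation test, p = 0.504, adjusted p = 0.546). Within the study series alone both turned, to 3.66 points (p = 0.571, exact) and 0.0034 (p = 0.893, exact). Without the library of 290 bp the recall difference was 1.06 points.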

Consistent with the previous analyses, CTCF ChIP-seq was successful on samples with an average fragment size larger than 250 bp. Most of the TAL1 ChIP-seq experiments on samples in this larger size range had low FRiP scores, but some were successful, showing that the impact of larger chromatin fragment sizes on success of TAL1 ChIP-seq was not completely consistent. These results support our hypothesis and show that, under the conditions tested, sonication products between 200 and 250 bp yield the highest frequency of acceptable FRiP scores for successful CTCF and TAL1 ChIP-seq experiments. 

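Of the 9 TAL1 libraries above 250 bp, those of 256, 269 and 298 bp were Pass libraries, and the Fail ones, of 273, 295 and 297 bp, called no TAL1 peak at Gfi1b. Recall above 250 bp was 40.3% ± 36.7 (SD, n = 9), against 83.7% ± 16.6 (SD, n = 6) from 200 to 250 bp. The difference of −43.5 points had p = 0.0216 (exact permutation test, two-sided, adjusted p = 0.0401). The mean log10 peak number was 3.15 ± 0.555 (SD, n = 9) against 3.70 ± 0.197 (SD, n = 6), a difference of −0.551 (exact permutation test, p = 0.0396, adjusted p = 0.0686). Within the study series the recall difference was −44.9 points (p = 0.0286, exact, 3 against 4) and within the retrospective series −31.0 points (p = 0.357, exact, 6 against 2). The log10 peak number differed by −0.610 (p = 0.0286, exact) and −0.403 (p = 0.429, exact). Without the 4 libraries of a different fixative the differences were −35.6 points (p = 0.119, exact) and −0.453 (p = 0.143, exact). With reference sites called in at least 2 other Pass libraries, the recall difference was −32.1 points (p = 0.0530, exact).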

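Between 200 and 250 bp, every CTCF and TAL1 library of the cell line was a Pass library that called peaks at Gfi1b. Under 200 bp, CTCF recall was 26.4% ± 31.8 (SD, n = 7), a difference of −61.1 points (exact permutation test, p = 0.00035, two-sided, adjusted p = 0.00151). Its mean log10 peak number was 3.51 ± 0.659 (SD, n = 7) against 4.16 ± 0.0957 (SD, n = 9; exact permutation test, p = 0.000262, adjusted p = 0.00136). TAL1 recall was 28.4% ± 32.5 (SD, n = 4), a difference of −55.3 points (exact permutation test, p = 0.00952, two-sided, the same p for its log10 peak number of 3.03 ± 0.449, adjusted p = 0.0248). The exceptions were the Pass libraries of CTCF at 199 bp, with all 5 of its Gfi1b sites, and of TAL1 at 190 bp. Within the study series, the CTCF differences were −18.9 points (p = 0.143, exact, 2 against 6) and −0.144 (p = 0.107, exact), and the TAL1 ones −55.9 points and −0.585 (p = 0.0286 each, exact, 3 against 4). Within the retrospective series, the CTCF differences were −85.0 points (p = 0.0179, exact, 5 against 3) and −0.937 (p = 0.0714, exact). These CTCF libraries are all Low pass or Fail under 200 bp and all Pass above. This is therefore the same comparison as that by assessment and adds nothing on length. The TAL1 differences there were −61.5 points and −0.993 (1 against 2). From its FRiP scores in these bins, which peak lists do not give, the paper concludes that 200 to 250 bp yields acceptable scores most often under its conditions.

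**Figure D4:**
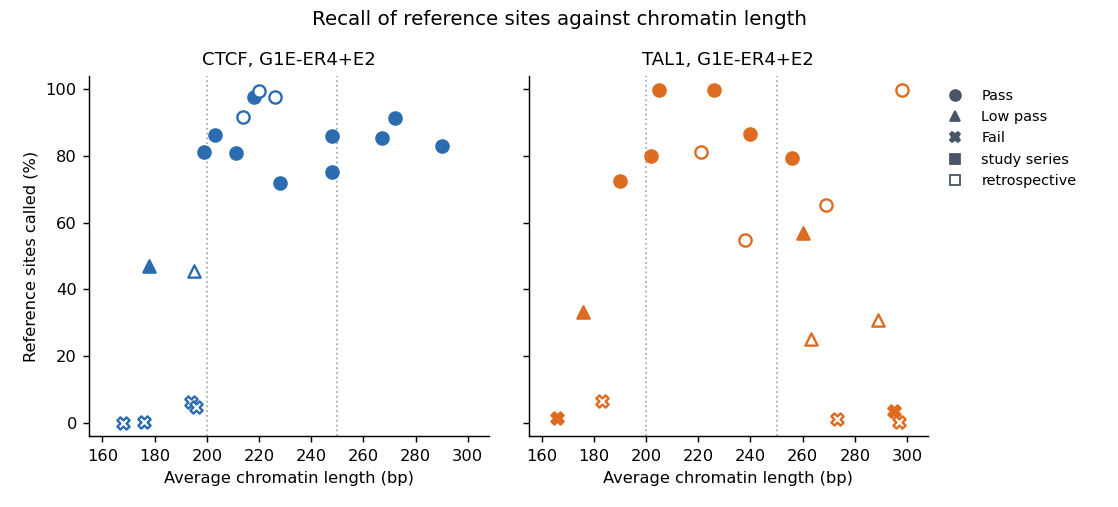
Reference sites called (percent, vertical axis) against average chromatin length (bp) for the CTCF and TAL1 libraries in G1E-ER4+E2 cells, with filled symbols for the study series, open symbols for the retrospective series, shapes for the assessment and dotted lines at 200 and 250 bp. Low-input libraries other than the pair of 248 bp are left out. CTCF stays at 71.8% or higher beyond 200 bp, whereas TAL1 above 250 bp spans 0.131% to 99.9%.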

For the retrospective POL2 datasets, samples with a mean average chromatin length <290 bp had high FRiP score indicative of success, while experiments with samples of chromatin size ≥290 bp tended to have lower FRiP scores indicative of either lower quality or failed ChIP-seq experiments (*P *<* *0.005, Student's *t*-test). These latter data, despite the fact that they were generated in another lab with a different sonicator, provide an additional example of the impact of fragment length distribution (sonication) on the success rate of ChIP-seq, thus further supporting our hypothesis.

**Figure 6:**
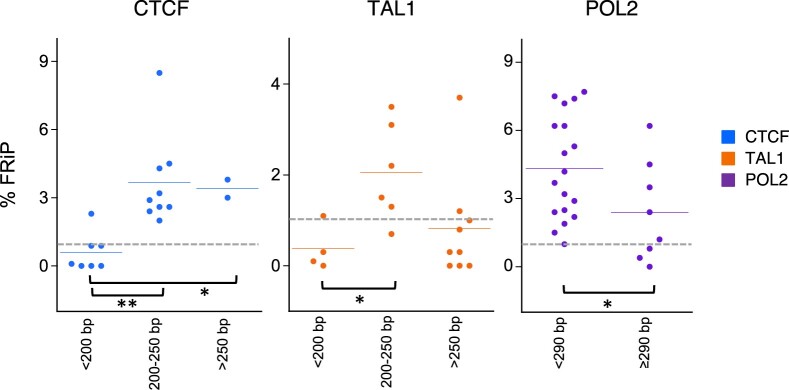
Relationship between chromatin size and FRiP score (as percentage) for study and retrospective datasets. blue, CTCF; orange, TAL1; purple, POL2. Blue and orange horizontal lines in each category represent the mean. *P <* *0.05, **P <* *0.005. Gray dotted lines indicate the commonly used 1% threshold for FRiP.

Finally, several retrospective datasets provided an opportunity to examine whether using a matched versus a nonmatched input control for peak calling with MACS impacted the number of called peaks or the FRiP quality scores. We do not typically sequence unenriched chromatin from the same cell line multiple times, and instead use a composite, nonmatched input file generated from several different sequenced G1E-ER4+E2 libraries to call peaks with MACS (Supplementary Table S3) for the majority of ChIP-seq experiments that use G1E-ER4+E2 cells. By re-analyzing four TAL1 retrospective datasets using their matched input sequence data, we found that using a matched input control had little effect on peak numbers and the FRiP scores were unchanged (Supplementary Figure S3).

### Low input ChIP-seq

Obtaining reliable ChIP-seq results on TFs or other epigenetic features in cell types that can be purified only in small quantities would facilitate many studies, such as mechanisms regulating gene expression during cell differentiation. While some success has been reported for ChIP-seq in low cell input samples (Adli *et al.* 2010; Lara-Astiaso *et al.* 2014), these approaches have been applied primarily to modified histones, which are often present in greater abundance than TFs. We wanted to determine whether careful control of chromatin shearing would facilitate low input ChIP-seq using standard methods. 

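The pilot used CTCF ChIP-seq on far fewer cells of the same line. It has 2 libraries of 1 M cells, whose numbers of cycles the labels do not tell apart and whose chromatin length is not given (both Fail), and libraries of 5 M cells with chromatin of 302 bp (Pass) and 329 bp (Fail). The remaining library of 5 M cells is one of the pair of 248 bp, which the labels do not tell apart from its counterpart of 50 M cells, so values of both are given. Reference sites were rebuilt without any of these libraries, which left 13745 sites, or 14369 and 14398 for the libraries of 248 bp with the other of the pair included. Shares carry exact Clopper-Pearson intervals at 95% for counting error. No test was made, since each condition has 1 library apart from that of 1 M cells.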

A pilot CTCF ChIP-seq experiment varying sonication cycles in 1 and 5 M G1E-ER4+E2 cells showed that successful results could be obtained with 5 M cells with appropriate sonication (Figure 7A, Supplementary Table S1). 

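No CTCF peak was called in the Gfi1b window in either library of 1 M cells or in the library of 329 bp. The peak lists themselves are not short: 17343 and 7382 peaks for 1 M cells and 3030 for 329 bp. Among the strongest peaks of the longer list is one at Rnu2-10, a gene of U2 small nuclear RNA, at 101658182 to 101658669 on chromosome 11. The strongest peaks at 329 bp lie in repeats, the first at 25362264 to 25362456 on chromosome 4. Only 0.202% (interval 0.141 to 0.281) and 0.0948% (0.0381 to 0.195) of the peaks of 1 M cells and 0.0990% (0.0204 to 0.289) of those at 329 bp lie in CTCF reference sites. A CTCF match was found in 5.81%, 5.03% and 5.45% of peaks, against 4.21%, 4.08% and 3.9% in windows 10 kb away. Of the peaks, 95.8%, 96.9% and 95.7% lie mostly in repeats. Of the 16 erythroid regulators, a mean of 4.17% had a CTCF peak in these libraries, of the 8 stem and progenitor genes 0%, of the genes of erythroid products 16.7%, of the megakaryocyte genes 4.17%, of the granulocyte and monocyte genes 7.41% and of the CTCF loci 13.3%.

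**Figure D5:**
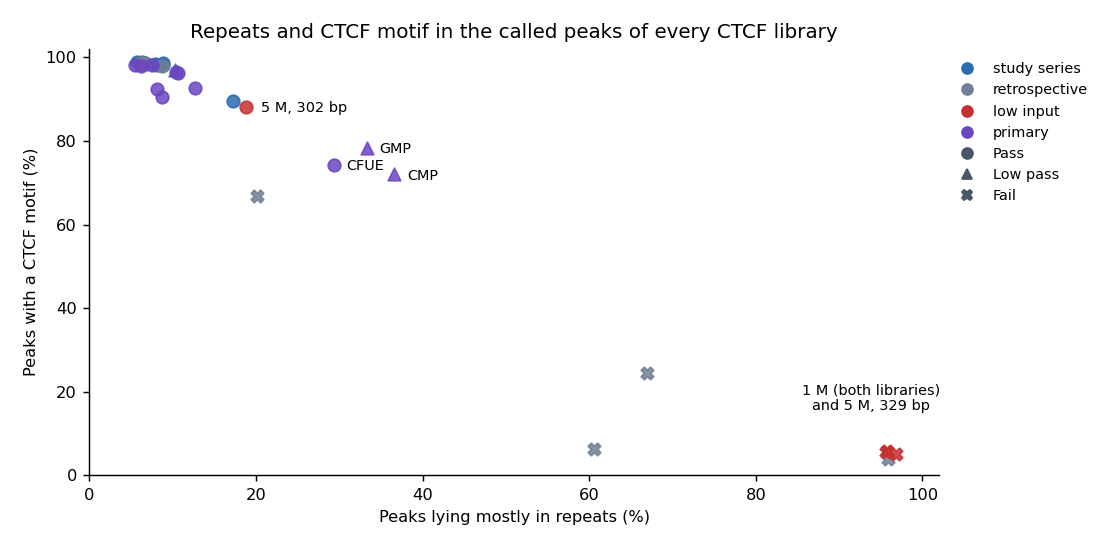
Peaks with a CTCF motif match (percent, vertical axis) against peaks lying mostly in repeats (percent) for all 34 CTCF libraries, coloured by series, with shapes for the assessment. The 3 Fail libraries of low input sit at 95.7% to 96.9% in repeats with 5.03% to 5.81% of peaks holding a match, and the 5 M library of 302 bp at 18.8% and 88.2%.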

No signal was observed in any of the 1 M cell samples or the 5 M cell sample with an average chromatin length of 329 bp. However, we observed good quality signal tracks with FRiP scores ≥1.0% in the 5 M cell datasets with average chromatin lengths of 302 and 248 bp.

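The library of 5 M cells with 302 bp chromatin called 4 peaks at Gfi1b and a CTCF peak at 75.0% of the erythroid regulators and 62.5% of the stem and progenitor genes. It called 70.4% of the CTCF reference sites. Of its 12578 peaks, 77.8% (interval 77.1 to 78.5) lie in reference sites and 88.2% hold a CTCF match, against 36.3% 10 kb away. The libraries of 248 bp called 83.5% and 72.9% of the reference sites, and 94.0% and 81.5% of their peaks lie in them. Each of them called all 5 CTCF sites at Gfi1b. From the pilot, the paper concludes that 5 M cells can give successful CTCF ChIP-seq with appropriate sonication.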

**Figure 7:**
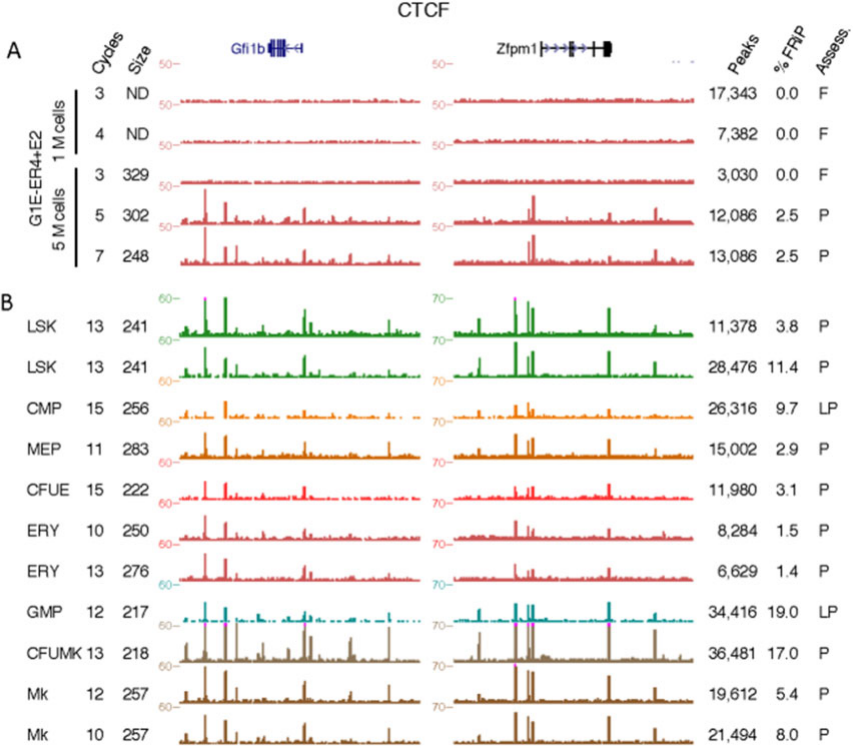
CTCF occupied sites at the *Gfi1b* (chr2: 28,575,695—28,666,063) and *Zfpm1* (chr8: 122,210,058—122,399,621) loci. Shown to the left of the genome browser tracks are the number of sonication cycles and the mean size of the unenriched chromatin. Shown to the right of the genome browser tracks are peaks, FRiP score (as percentage), and subjective assessment of each dataset. (A) G1E-ER4+E2 cells, and (B) Hematopoietic cell types LSK, Lin^-^Sca1^+^Kit^+^; CMP, common myeloid progenitor cells; MEP, megakaryocyte erythrocyte progenitor cells; CMP, common myeloid progenitor cells; CFUE, colony-forming units erythroid; ERY, erythroblasts; GMP, granulocyte monocyte progenitor cells; CFUMK, colony-forming units megakaryocyte; MK, megakaryocytes. P, pass; L, low pass; F, fail; ND, not detectable.

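The primary cells run from LSK cells, which hold the blood stem cells, through the common myeloid progenitor (CMP) and the granulocyte-monocyte (GMP) and megakaryocyte-erythroid (MEP) progenitors to erythroid (CFUE, ERY) and megakaryocytic (CFUMK, MK) cells. CTCF was mapped in 11 libraries: 2 each of LSK, ERY and MK and 1 of each other type. The paper gives 241 bp as the length of both LSK libraries, while the label of one says 231 bp. The labels list an input library for each of these cell types and do not say which input each list was called against. The deposited lists hold 6629 to 36481 peaks. The CTCF matrix for them came from a study library in G1E-ER4+E2 cells, with 1728 hits in 2000 peaks. The libraries of a type are separate libraries, and no type other than LSK, ERY and MK has a replicate.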

We then applied our findings on low cell input to produce a set of CTCF ChIP-seq datasets in hematopoietic cell populations purified by sorting mouse BM cells (Figure 7B, Supplementary Table S1, Materials and Methods). These cell populations were LSK (Lin^−^Sca1^+^Kit^+^, which includes hematopoietic stem cells or HSC), several multilineage progenitor cells (common myeloid progenitor cells or CMP, granulocyte monocyte progenitor cells or GMP, megakaryocyte erythrocyte progenitor cells or MEP), and committed cells of two major blood cell lineages at different stages of maturity, specifically colony-forming units erythroid (CFUE) and erythroblasts (ERY) and colony-forming units megakaryocyte (CFUMK), and megakaryocytes (MK). The progenitor cells are very rare in the BM, and it is challenging to obtain enough cells for a single ChIP-seq determination. For example, the isolation of 4.85 M MEP cells required isolation of BM from 200 mice and a total of 10 flow cytometry sorts (Supplementary Table S4). The progenitor cells were isolated and fixed in small batches (<1 M cells, Materials and Methods) over the course of several months, and they were frozen at −80°C until enough cells were amassed to attempt a CTCF ChIP-seq experiment. Isolation procedures of this magnitude involve a significant time investment, and thus it is critical on the part of the experimentalist to do everything possible to increase the probability of ChIP-seq success.

As before, we used the Diagenode Biorupter Plus 300 to shear chromatin from the fixed hematopoietic cells, assayed the extent of shearing using the Agilent Bioanalzyer 2100, and then subjected the chromatin to immunoprecipitation and sequencing using antiserum against CTCF (Figure 7B). We first inspected each of the signal tracks in all 11 datasets in eight different cell types across several loci, including the *Gfi1b* and *Zfpm1* loci. 

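At Gfi1b, the CTCF sites at 28584671 to 28585960, at 28592369 to 28593548 and beside the Gfi1b start were called in all 11 primary libraries. The site at 28596636 to 28597691 was called in 8 and that in the Tsc1 intron in 7. At Zfpm1 on chromosome 8, sites at 122268774 to 122270297 (match GCACCGCCAGGTGGCGCTG), 122272603 to 122273894 (match TGACCACCAGGTGGCAGCA) and 122332186 to 122334022, in a Zfpm1 intron, were called in all 11. A site 21639 bp upstream of the Zfpm1 start, at 122259092 to 122260502 (match CTACCAGCAGTGGGCAGCA), was called in all 11 primary libraries and in no G1E-ER4+E2 library. Among gene lists, a mean of 79.5% of the erythroid regulators and 79.5% of the stem and progenitor genes had a CTCF peak in primary libraries, 60.4% of the erythroid products, 54.5% of the megakaryocyte genes, 69.7% of the granulocyte and monocyte genes and 44.5% of the CTCF loci. Vwf, which encodes von Willebrand factor, had one in 11 of 11 libraries. Ly6a, which encodes the stem cell antigen Sca-1, had one in 10 of 11 and in no Pass library of the study series. Over the genome, 4932 merged sites were called in all 8 cell types and 30633 in 1 type only. These counts depend on the length of the lists: with the same number of top-scoring peaks from each library they were 1867 and 5475.

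**Figure D6:**
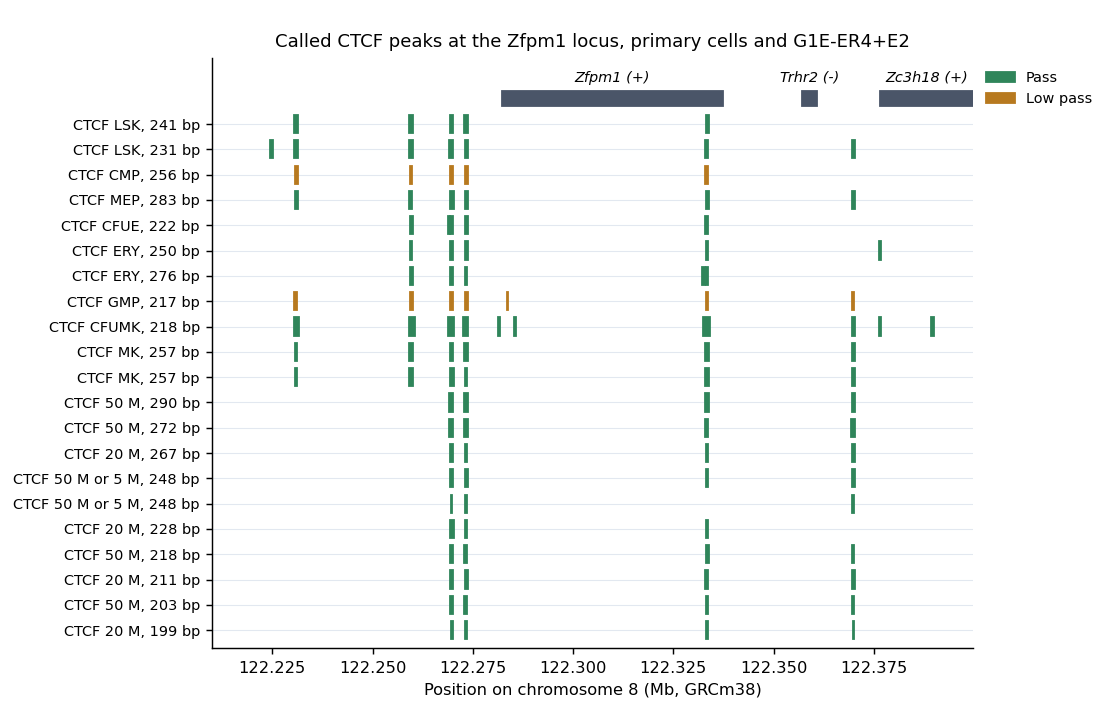
Called CTCF peaks at the Zfpm1 locus on chromosome 8 of GRCm38, with position in Mb on the horizontal axis, 1 line for each of the 11 primary libraries and the 10 Pass libraries of the study series, bars for peaks and grey bars for genes. The site upstream of Zfpm1 at 122259092 to 122260502 has a peak in every primary library and in none of the G1E-ER4+E2 libraries.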

We observed peaks in all 11 datasets across eight different cell types examined, though there were notable differences in the signal-to-noise ratio between samples. Based on this initial subjective visual inspection, two of the 11 datasets were deemed as “Low pass” while the remaining datasets were classified as “Pass.” 

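The Low pass libraries are those of CMP and GMP cells. Both called all 3 CTCF sites named at Zfpm1, and they had 6 and 8 peaks in the window of Figure 1 at Gfi1b, within the 4 to 9 of the Pass libraries. A CTCF match was found in 72.0% (95% Wilson interval 71.5 to 72.5) of the CMP peaks and in 78.4% (77.9 to 78.8) of the GMP peaks. The Pass libraries gave 93.0% ± 7.57 (SD, n = 9), with CFUE lowest at 74.3%. Of the CMP and GMP peaks, 36.6% and 33.3% lie mostly in repeats. In G1E-ER4+E2 reference sites lay 38.2% ± 1.26 (SD, n = 2) of the peaks of the Low pass libraries and 61.6% ± 13.7 (SD, n = 9) of those of the Pass libraries (exact permutation test, p = 0.0545, two-sided, adjusted p = 0.0886, smallest possible 0.0182). With reference sites called in at least 2 other Pass libraries the difference was −25.4 points (p = 0.0182, exact). With the same number of top-scoring peaks, a setting chosen after seeing the data, it was −8.12 points (p = 0.0364, exact).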

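Peak numbers were 18945 and 28476 in LSK cells, 26316 in CMP, 34416 in GMP, 15002 in MEP, 11990 in CFUE, 8284 and 6629 in ERY, 36481 in CFUMK and 19612 and 21494 in MK cells. The maturing erythroid cells thus had the shortest lists and the megakaryocyte precursor the longest. The ERY libraries called 44.4% and 37.3% of the CTCF reference sites of the cell line, CFUE 45.1% and CFUMK 99.0%. Of the stem and progenitor genes, 8 of 8 had a CTCF peak in both LSK libraries and 2 and 3 of 8 in the ERY libraries of 250 and 276 bp. A difference between cell types was not tested, since 5 types have 1 library and depth is unknown.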

Examination of the objective metrics for these datasets revealed a large number of peaks and, in some cases, very high FRiP scores with all of the datasets having a FRiP score of at least ≥1%.

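CTCF lists of the same cell type shared most of their peaks. Of the shorter list, 94.8% lay in the longer for LSK, 89.5% for MK and 70.7% for ERY. Lists of different types shared from 55.4% (MEP and CFUE) to 99.6% (MEP and CFUMK). The mean was 85.0% ± 12.7 (SD, n = 3 pairs) within and 79.3% ± 12.5 (SD, n = 52 pairs) between types (p = 0.370 from 100000 permutations of the type names, two-sided). With 1 library left out the difference of 5.73 points ran from 1.25 to 13.9 (permutation p from 0.909 to 0.125). The measure depends on list length. With the same number of top-scoring peaks the difference was 9.34 points (permutation p = 0.0127), with the Jaccard index 22.4 points (permutation p = 0.00139), and with the stronger 50% of each list −0.772 points (permutation p = 0.87). From the quality of these profiles, the paper concludes that attention to sonication made CTCF profiling possible from rare progenitors to maturing blood cells.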

In summary, by rigorous attention to sonication conditions, we were able to obtain good quality CTCF binding profiles across a panel of cells differentiating from rare, multilineage progenitor cells to lineage-specific, maturing blood cells.

## Discussion

ChIP-seq has been used extensively across a broad spectrum of species, tissues, and cell types to interrogate the locations of TFs occupying specific sites in chromatin or mapping the profile of histone modifications in chromatin (Wold and Myers 2008; Rivera and Ren 2013). This powerful technique has moved studies of gene regulation to a global (genome-wide) scale, and the data produced by this method form the foundation for many efforts to develop coherent, integrated models for gene regulation (Ching *et al.* 2018; Zhou *et al.* 2019; Xiang *et al.* 2020). However, the technique is not uniformly successful for all samples, and even when apparently successful, the resulting ChIP-seq datasets vary widely in quality (Marinov *et al.* 2014; Devailly *et al.* 2015). A major factor impacting success of the ChIP-seq is the antibody directed against the chromatin-associated factor, *i.e.*, TF or histone modification (Landt *et al.* 2012). Effective antibodies not only must be highly specific, but they also must recognize epitopes that may not be sufficiently exposed in the fixed chromatin. These requirements are difficult to evaluate prior to performing the ChIP-seq experiment, since many antibodies that are effective for other applications, such as Western blots, are not effective in ChIP-seq (Egelhofer *et al.* 2011). Thus, the only assay for effectiveness of an antibody is to actually do the ChIP-seq experiment, which requires expenditure of resources and time, and of course it is frustrating when the experiment fails. Such failures are frequent for commercially available antibodies (Egelhofer *et al.* 2011; Savic *et al.* 2015). Sophisticated tagging approaches have been developed to enable the use of antibodies known to be effective in a context where the level of antigen is close to the natural level (Savic *et al.* 2015). These approaches help to generate more uniform results for TFs expressed in cell lines or organisms amenable to the targeted genetic engineering required for tagging.

Other factors also contribute to the success of a ChIP-seq experiment, some of which are directly under the control of the experimentalist. One illustration of high-technical variation arises when a particular lot of a commercial antibody preparation is used successfully in ChIP-seq for one biosample, but then a subsequent experiment fails, even though the same lot of antibody was used in another preparation of that same biosample. The experiments described in this study were developed to better understand the technical contributors to success of a ChIP-seq experiment beyond the well-known issues with antibody quality.

We discovered that the size distribution of the sonicated chromatin was an important factor in the ChIP-seq procedure, with more frequent success observed for chromatin with an average size in a range of approximately 200 to 250 bp. We conclude that monitoring the level of chromatin sonication is one way to improve ChIP-seq quality and reproducibility. Indeed, we would argue that in situations with failure and success for the same antibody in the same biosample, it would be wise to re-evaluate the unenriched chromatin length for these samples. In such instances, it is critical to measure the size distribution of the actual chromatin to be used in a ChIP-seq experiment.

The best sonication conditions should be determined empirically for the number and types of cells, and ideally matching any treatments applied to those cells that could cause changes in cell morphology. While some parameters for sonication may be expected to be predictable, the many factors impacting the final chromatin size distribution mean that an empirical approach is needed. For example, as expected, we observed that samples with larger numbers of cells required more sonication cycles than those with fewer cells to achieve a given size range. However, it is should be noted that very low numbers of cells may actually require more sonication cycles than larger numbers of cells because the incidence of a sound wave interacting with the chromatin decreases as the overall chromatin size decreases, relative to the wavelength of the insonifying sound (Espana *et al.* 2014). Thus, additional time may be required to have sufficient interaction between the sound wave and the chromatin. While not specifically addressed in the current presentation, it is reasonable to expect the amount of required sonication to vary by tissue and cell type. To facilitate these empirical determinations, we provide a protocol for determining chromatin size distribution in the desired range in Supplementary Figure S1.

We demonstrated an effect of chromatin size distribution on success of ChIP-seq experiments for three TF targets. While the experiments for both tended to fail at small chromatin sizes for CTCF and TAL1, the effects of larger chromatin sizes differed, with the CTCF ChIP-seq experiments being less sensitive to large sizes of chromatin, compared to TAL1 ChIP-seq. One hypothesis to explain the differences in effects of larger chromatin sizes is a difference in the exposure of the antigens. Specifically, one can conjecture that TAL1 antigens are more sequestered in longer chromatin fragments, whereas the CTCF antigens may be more exposed in those longer fragments. Such accessibility may also be influenced by fixation conditions which have been demonstrated to affect chromatin shearing dynamics (Khoja *et al.* 2019). Relatedly, several of the successful retrospective TAL1 experiments with higher average chromatin lengths were cross-linked with a different fixative than all of the other TAL1 ChIP-seq experiments reported in this study (Supplementary Table S1), and thus it is possible that these differences contributed to accessibility of the epitope and its effect on ChIP-seq quality. However, it is also possible that the effect of larger average chromatin lengths on TAL1 ChIP-seq success is less robust than that of smaller average chromatin lengths. Indeed, we emphasize that sonication and average chromatin length is only one of several variables that affect ChIP-seq quality and sensitivity. Furthermore, we may expect the details of the relationship between chromatin fragment size and ChIP-seq success to vary among different TF targets and fixation conditions, but working within a range with frequent success (200–250 bp for average fragment sizes) is a good starting point for most experiments involving sequence-specific TFs. By comparison, targets that display a high level of enrichment, such as POL2, are likely to be successful under a broader range of acceptable chromatin sizes simply because of the abundance of available epitopes.

In agreement with previous work (Landt *et al.* 2012), we found that FRiP scores of at least 1% to be strongly associated with successful ChIP-seq experiments targeting TFs. It is important to note, however, that the suggested 1% FRiP guideline is most applicable for sequence-specific TFs that have thousands to tens of thousands of occupied sites in large mammalian genomes, and that successful ChIP-seq experiments with TFs that have only a small number of occupied sites would be expected to have a FRiP of <1%. Indeed, successful ChIP-seq experiments for ZNF410, a pentadactyl DNA-binding protein that is expressed in human erythroid cells and directly activates only a single gene, typically have FRiP scores of <0.2% (Lan *et al.* 2021). By contrast, for TFs with very large numbers of occupied sites (*e.g.*, RAD21) and/or those that display a high level of enrichment at binding locations, may actually have FRiP scores >1%, despite a lower quality or failed ChIP-seq experiment (Landt *et al.* 2012). Thus, while we used FRiP to compare ChIP-seq experiments obtained with the same antibody, we emphasize that FRiP scores are not comparable between different antibody targets (CTCF vs TAL1 vs POL2). We also noted some experimental results with very high FRiP scores, *e.g.*, 17–19%. Such very high scores do not necessarily indicate an exquisite dataset. For instance, in a dataset with a low signal-to-noise ratio, a peak-calling algorithm may call an excessive number of false positive “peaks.” Those overcalled peaks are included when counting the number of reads assigned to peaks, and thus, the FRiP score can be artificially inflated.

In addition to improving the success rate for conventional ChIP-seq experiments, careful control of chromatin shearing may help facilitate ChIP-seq experiments on low numbers of input cells. We showed that, with rigorous attention to sonication conditions, we were able to obtain good quality CTCF binding profiles across a series of cells differentiating from multilineage progenitor cells to lineage-specific, maturing blood cells. This series includes rare progenitor cells that have been difficult to interrogate for binding profiles of specific TFs. These maps of binding by CTCF across progenitor and lineage-specific cells should be useful for multiple studies of the roles of this important architectural protein during blood cell differentiation.

How the deposited data were processed for this re-analysis (not part of the article)

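CTCF and TAL1 were mapped by ChIP-seq in 53 libraries: 34 of CTCF and 19 of TAL1. The libraries form the study series and the retrospective series in G1E-ER4+E2 cells, the pilot with few cells of that line, and CTCF in 8 types of primary mouse blood cells. The authors mapped the reads to mm10 (GRCm38) with Bowtie, removed reads of the mitochondrial genome, of unplaced sequences and without a match, and called the peaks of each library with MACS; the paper's methods give the versions they used. By the paper, peaks of most cell line libraries were called against a composite input of that line; the p cutoff and the handling of duplicate reads are not stated in its methods. The submitters' processing notes name Bowtie 1.0.0 and bcl2fastq 1.8.4, and the paper's methods name an earlier Bowtie. For each peak the deposited lists give the position, the fold enrichment over background as MACS computed it, the −log10 of its p-value, never below 5, and an FDR as a fraction; these are the authors' values and were not rescaled. Fold enrichment and −log10 p depend on the depth of each library, which the peak lists do not give. They were therefore used to rank peaks within a library. The exception is the comparison of peak widths, where the median −log10 p was compared between libraries and depth may enter. No read counts were used, so fractions of reads in peaks, strand correlations and signal profiles were not computed, and the number of libraries and of peaks sets the precision. Lists hold 193 to 36481 peaks. The POL2 and input samples were not analysed here.

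Conditions, lengths and assessments are those of the sample labels and the paper. The labels leave open which of 2 CTCF libraries of 248 bp came from 50 M and which from 5 M cells, and both were kept in the study series. Of the peaks at 329 bp, 26.5% overlap the list of 13086 peaks and 0.0990% that of 12915. This points to the longer list as that of 5 M cells, but measured values were not used to assign a condition. If so, the values without the longer list are those of the study series. Without it, 98.4% of CTCF peaks held a motif match, against 97.6% with both. Pearson's r of CTCF peak number with length was then 0.419, against 0.424 with both. The labels also leave open the cycles of the 2 libraries of 1 M cells and of the 2 MK libraries, which no comparison uses. For the TAL1 library whose antibody label names CTCF, the factor of its title was used. Peaks of the Pass libraries in G1E-ER4+E2 cells were merged where they shared at least 1 bp into 26446 CTCF and 11582 TAL1 intervals. An interval called in at least 50% of the other Pass libraries is a reference site; a library never counted toward its own reference. Of the CTCF intervals 5688 were called in every and 5779 in a single Pass library, and of the TAL1 intervals 1877 and 2977. Recall is the percent of reference sites that a library called. Peaks were placed with the GRCm38 sequence and the GENCODE basic annotation, with promoters taken as 1000 bp around transcript starts. Over 33 Pass libraries, 16.2% ± 1.75 (SD, n = 33) of peaks lay at promoters, against 6.08% of random windows of the same lengths. A peak lies mostly in repeats where at least 50% of its bases are soft-masked, as 36.4% of the genome is.

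Motif matrices of 19 bp were learned in 15 rounds from the middle 200 bp of the 2000 strongest peaks of 1 library and scanned on both strands of the libraries of another series at a p of 0.0001 per position. The alternatives were a p of 1e-05, the middle 200 bp of each peak, and a match to the consensus CCASYAGRKGGCR (up to 2 mismatches) for CTCF or NCTGNNNNNNNNAGATAAN (none) for TAL1. Groups of libraries were compared by two-sided exact permutation tests, or with 100000 resamples where both groups had 10 or more, and correlations by permutation of the pairings. Sites within 1 library were compared by Fisher's exact test. Adjusted p are Benjamini-Hochberg values over 26 tests. Intervals are Wilson or exact Clopper-Pearson intervals at 95% and cover counting error only. The FDR column was not used as a threshold, since in most G1E-ER4+E2 lists no peak has an FDR of 0.05 or less.

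Which genes and sites are named was set before the data were examined, apart from the sites in Grm4 and Myrf. The rule covers every peak in the Gfi1b windows of Figures 1 and 7 and in the Zfpm1 window of Figure 7. It also covers the genes of 6 lists with a called peak within the gene or 10 kb of it. Also named were the 10 reference sites of each factor with the highest median rank in Pass libraries and the 10 highest-scoring peaks of each Fail library. The lists are erythroid regulators (16 genes), genes of erythroid products (16), stem and progenitor genes (8), megakaryocyte genes (8), granulocyte and monocyte genes (9) and known CTCF loci (10). Of the 67 genes 65 were found by symbol; the 2 others, both of the erythroid products, were left out. Results at single sites of some genes that this rule takes in are not reported. In total 186 alternatives were set before the data were examined, where leaving out each library in turn counts as 1 alternative of a result, and 29 were added later. Of the 186, leave-outs aside, 167 gave a value.

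The methods were tested on simulated data. With 10 good libraries and 1 poor one over 5000 sites, recall was found within 0.02 points and the share of peaks in reference sites within 0.22 points of what was made. The scan found 100% of 1198 planted CTCF motifs and 91.2% of 1189 planted TAL1 motifs. It gave a match in 3.74% of 802 and 3.82% of 811 simulated windows without one. These are not the chance rates of the reported shares. In the study series, windows 10 kb from peaks gave 23.2% to 45.9% for CTCF. For TAL1 in Pass and Low pass libraries they gave 18.1% to 30.5%. The exact permutation test gave p under 0.05 in 3.7%, 6.2%, 4.9% and 5.3% of 1000 simulations without a difference, at 6 against 4, 7 against 9, 4 against 5 and 4 against 6 libraries, and in 75.1%, 94.8%, 68.6% and 77% with a difference of 2 SD. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.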

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

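The tests of the repeats in failed CTCF libraries and of the motif share in the Low pass primary libraries were chosen after the results were seen. Outlying libraries were looked for in 35 combinations of group and measure, where chance alone picks out about 1 in 20, and 4 were found, a pair in each of 2 libraries.

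In the CFUE library, 74.3% of the CTCF peaks held a motif match, far from the 90.6% to 98.2% of the other 8 Pass primary libraries. Repeats made up 35.4% of its peak bases, against 16.8% to 22.1% in the others. One of the 2 libraries of 248 bp had a match in 89.7% of peaks, where the other 9 Pass libraries of its series had 98.2% to 99.0%. Repeats made up 26.7% of its peak bases, against 17.6% to 21.2%. One of these 2 libraries is of 5 M cells, and the Pass library of 302 bp, also of 5 M cells, had 88.2% and 29.2%.

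What went with chromatin over 250 bp was compared between TAL1 and CTCF in 4 tests without adjustment, of which 1 passed, with 3 CTCF libraries over 250 bp. The low-input libraries of 302 and 329 bp, with recall of 70.4% and 0.0286%, were not in it, while both of 248 bp were. The change in recall from 200 to 250 bp to over 250 bp was lower for TAL1 by 42.7 points (difference −42.7, permutation of the residuals of a fit in which factor and length range add, 100000 resamples, p = 0.0471). For log10 peak number that difference was −0.509 (p = 0.0959 from the same permutation test), and below 200 bp it was 5.74 points (p = 0.761) for recall and −0.00865 (p = 0.98) for log10 peak number.

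In 4 of the 7 failed CTCF libraries nearly all peaks lie in repeats, which the paper does not report: 95.8% and 96.9% of the peaks of 1 M cells, 95.7% of those of 5 M cells at 329 bp and 95.8% of those of the retrospective library of 176 bp, while those of 194, 168 and 196 bp had 66.9%, 60.6% and 20.1%. Random placement among repeats is argued against, since 74.3% of the peaks at 329 bp overlap a peak of the longer 1 M list, where the highest of 100 draws of windows of like repeat content gave 1.45%. CTCF binding at repeats is argued against as well, since in all 4 libraries a CTCF match was rarer in these peaks than in such windows, the highest difference being −0.686 points. For the library of 176 bp, a candidate explanation is sequence present in many copies, as the log10 copy number of the central 32 bases exceeded that of the windows by 1.19 (standard error 0.0194). For the other 3 this cannot be told apart from repeats at large: the excess was 0.394 and 0.230 for 1 M cells (standard errors 0.0158 and 0.0247) and 0.135 (standard error 0.0392) at 329 bp, but the median copy number lay below that of the windows in the shorter 1 M list (34 against 74) and at 329 bp (24 against 77.5).

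Fewer peaks of the Low pass primary libraries carry the CTCF motif, 72.0% in CMP and 78.4% in GMP cells. The progenitor state of these cells is argued against as the cause, since the LSK and MEP libraries, also of progenitors, had 92.8% or more, although CFUE, the other low value, was not part of that test. Without peaks that lie mostly in repeats, the lower of CMP and GMP was 94.3%, so peaks in repeats may make up much of the gap. Among the 6629 highest-scoring peaks of each list the lower was 97.1%, so a longer list of weak peaks could do so too, and these 2 explanations overlap. Both types have 1 library, so a difference between libraries stays open.

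CTCF was called in all 11 primary libraries and in no Pass library of G1E-ER4+E2 cells at 87 sites, a comparison that the paper does not make.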

How the results depend on the processing

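In all, 30 results were computed again under 167 alternatives set before the data were examined, 41 in which 1 library was left out of a group of 2 to 5, and 29 chosen after seeing the data (all but 1 without peaks mostly in repeats and the other with equal numbers of top peaks in primary cells). Of these 237 values, 195 kept their direction and their side of the threshold, or moved by less than the spread; the rest follow, and for them the cause was not tested, except that within 1 series or without 4 libraries fewer samples enter. No paired analysis was possible because the groups of libraries share no replicate numbers; only chromatin length of 50 M and 20 M cells was compared in pairs, of equal cycles. The retrospective series has no CTCF library over 250 bp, so that alternative gave no value, and no library was left out where a group has 1 or more than 5. Unknown depth limits every comparison of peak number and recall, since a shallower library calls fewer peaks.

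Within the study series, the CTCF differences under 200 bp were −0.144 in log10 peak number and −18.9 points in recall, and those over 250 bp turned to 0.0034 and 3.66 points. CTCF recall by assessment was 36.8 points, and the share in reference sites turned to −6.29 points; none of these passed its test. Within the retrospective series, log10 peak number under 200 bp differed by −0.937 (CTCF) and −0.993 (TAL1), TAL1 recall by −61.5 points, both TAL1 measures over 250 bp by −0.403 and −31.0 points, and the CTCF share by 32.7 points, and none passed either. Without the 4 TAL1 libraries of a different fixative, peak number by assessment was 1.05 and the changes over 250 bp were −0.453 and −35.6 points, which did not pass. With 1 library on a side (CTCF by assessment in the study series, TAL1 under 200 bp in the retrospective series) or 3 against 2 (TAL1 peak number without the 4), no p under 0.05 was possible, so these values do not bear on stability. With reference sites in at least 2 other Pass libraries, the TAL1 recall change over 250 bp was −32.1 points and no longer passed, while the TAL1 share (31.2 points) and the primary share (−25.4 points) now did. With sites in at least 90%, the CTCF share was 15.1 points and no longer passed, the TAL1 share turned to −13.3 points and the CTCF recall change over 250 bp to 1.26 points.

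Ranks in place of log10 peak number gave a difference of 4 ranks for retrospective CTCF, and removal of peaks mostly in repeats 1.38; both passed. The TAL1 motif difference was 3.49 points with the consensus, 8.06 with the stricter p and 9.61 in the middle 200 bp, none of which passed. The lengths printed in Figure 1 may be misprints for some TAL1 libraries of 20 M cells. With them, the 50 M and 20 M cells differed by 8.4 bp, which did not pass, and the mean change per cycle was −1.93%. The stronger 50% of each list gave r = 0.650 for TAL1 width with length (now past the threshold), 72.9 points for the low-input share, −0.772 points for the primary overlap (turned) and 2537 sites shared by all primary types. The low-input share difference, 77.7 points in the main comparison, was 78.9 points on autosomes, 78.8 and 78.9 without either library of 248 bp and 86.7 without peaks mostly in repeats. The primary overlap was 22.4 points with the Jaccard index and 9.34 with equal numbers of peaks, both now past the threshold, and turned to −0.0179 without peaks mostly in repeats. Equal numbers gave 1867 shared sites and a primary share difference of −8.12 points, now past the threshold.

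With 1 library left out, log10 peak number by assessment ranged from 0.553 to 0.878 (TAL1 study), 0.679 to 1.099 (CTCF retrospective) and 0.753 to 0.975 (TAL1 retrospective). The CTCF changes over 250 bp ranged from −0.0571 to −0.0263 and from −3.17 to 1.06 points, turning without the library of 290 bp. The TAL1 changes under 200 bp ranged from −0.841 to −0.507 and from −70.0 to −46.3 points, and the primary overlap from 1.25 to 13.9 points.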

Differences from the paper's values

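Of TAL1 peaks in the Pass and Low pass libraries of the study series, 79.7% ± 19.8 (SD, n = 8) lay in reference sites, and the paper's value for its high-confidence set is 41%. The sets are not the same: the paper's comes from ENCODE and the one used here from the libraries themselves. Of the alternatives set before the data were examined, reference sites called in at least 90% of the other Pass libraries bring the value to 50.4%, no longer different. The stronger 50% of peaks (82.2%), autosomes only (79.9%), an overlap of 50% (79.7%) and sites in at least 2 other libraries (94.0%) do not. Of the peaks at those sites 69.7% held a match, and the paper's value is 87%, with another matrix and set of sites.

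For TAL1 chromatin of 20 M cells, the labels give 190 bp at 7, 176 bp at 10 and 166 bp at 15 cycles, and the paper's values are about 290, about 280 and about 270 bp in Fig. 1D, read by eye. With the lengths printed in Figure 1 they no longer differ, since these are the paper's own. Fig. 2A of the paper, read by eye, gives the lengths of the labels, so the gap is with Fig. 1D. Each of these printed lengths differs from its label in the first digit only, so a misprint may be the reason. In the LSK library with the longer chromatin 18945 peaks were listed, and the paper's number is about 11000 in Fig. 7, read by eye. The stronger 50% of peaks gives 9473, no longer different, but shortens any list by 50% and so explains nothing; autosomes only (18697) stays different.

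The numbers of peaks match those printed in Fig. 7 for the other LSK library (28476), CMP (26316), MEP (15002), ERY (8284 and 6629), GMP (34416), CFUMK (36481) and MK (19612 and 21494), and for the libraries of 1 M cells (17343 and 7382) and of 329 bp (3030). For the library of 302 bp 12578 peaks were listed, and for CFUE 11990, and the paper's numbers are about 12000 and about 12000 in Fig. 7, read by eye. For the study series, leaving the pair of 248 bp aside, Fig. 3 prints the numbers of the lists, while Fig. 1 prints other ones, higher for TAL1 at 295 bp (291 listed) and CTCF at 178 bp (7078 listed) and lower for TAL1 with 10 cycles and 20 M cells (1726 listed).

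The paper states that failed TAL1 experiments had little to no motif enrichment. In the failed library of 295 bp 39.5% of peaks held a match, against 10.3% in windows 10 kb away, and in that of 166 bp 7.26% against 3.32%. The paper's own shares are about 33% and about 7% in Fig. 3, read by eye. The paper states that samples of 1 M cells and the 5 M sample of 329 bp gave no signal. Their lists hold 17343, 7382 and 3030 peaks, of which 0.202%, 0.0948% and 0.0990% lie in CTCF reference sites, so few of them are at known CTCF sites.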

Other observations

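The tests of CpG in the motif at primary sites were chosen after the result was seen; those of region loss, of weak sites and of peak width were set before. CTCF was called in primary cells and in no Pass library of the erythroid line at 3 of the 9 granulocyte and monocyte genes, while 5 of them (among them Elane and Spi1) had peaks in both and Ms4a3 in neither. The same held for 3 of 8 megakaryocyte genes, 2 of 8 stem and progenitor genes and 1 of 16 erythroid regulators, Hhex. It also held for H19 among the known CTCF loci (3 of 11 primary libraries), and not for the genes of erythroid products. Depth is unknown and some primary lists are longer. Of the granulocyte and monocyte genes, Cebpa, a regulator of granulocyte development, had a CTCF peak in 8 of 11 primary libraries and Ctsg, which encodes cathepsin G, in 7, and neither had one in any Pass library of the line. Itga2b, the platelet integrin gene, had one in 9 and Mecom, a stem cell regulator, in 6, again with none in those Pass libraries. Hoxa13, a locus of known CTCF sites, had one in 8 of 11, in none of the 10 Pass libraries of the study series and in 1 of 3 of the retrospective ones, and in the Pass library of 302 bp. Hba-a1, an alpha globin gene, had a CTCF peak in all 11 primary libraries and in all 10 Pass libraries of the study series. Gata1, Alas2 and Pf4 had none in any primary library. Of the genes listed, 10 erythroid regulators, 4 genes of erythroid products, 3 stem and progenitor, 1 megakaryocyte and 3 granulocyte and monocyte genes had a CTCF peak in all 8 primary types.

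The 87 sites called in all 11 primary libraries and in no Pass library of the line include sites in Grm4 (chromosome 17, 27520306 to 27521300, CGGCCACGAGGCGGCGCTG), Myrf (chromosome 19, 10240370 to 10241301, GTACCGCCAGAGGGCGCTG) and upstream of Zfpm1; apart from the last they were chosen after their values were seen. By contrast 9 sites were called in every Pass library of the line and in no primary library, and 2492 in all of both. CpG methylation at the motif in the line may be one reason, but methylation was not measured. A CG occurred in 81.4% of the motifs (70 of 86), against 58.7% of those at shared sites (1457 of 2483). The odds ratio was 3.08 (Fisher's exact test, two-sided, p = 1.59e-05, across sites). The test treats sites as independent, but several of the 87 lie close together. Examples are chromosome 10 from 60346396 to 61344771 and chromosome 15 from 73754851 to 75021998, a stretch that holds Ly6a. Such sites may not be independent, so this p may be too small. Loss of the regions from the line's genome cannot be told apart from loss of binding, because 10.3% of the sites (Wilson interval 5.54 to 18.5) have a reference site within 50 kb on both sides, against 39.9% of the shared sites. Weak sites that miss the threshold stay open too, because 26.4% (18.3 to 36.6) rank above the median of the shared sites, which neither leaves out nor requires weakness.

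Whether longer chromatin widens peaks was asked before the data were examined. The median CTCF peak width of 13 Pass libraries had r = 0.415 with length (permutation p = 0.161, rho 0.479, p = 0.100, r 0.115 without the 2 farthest, adjusted p = 0.209; rho 0.608, p = 0.0389, without one library of 248 bp and 0.434, p = 0.161, without the other), and that of 10 TAL1 libraries r = 0.564 (p = 0.0901, rho 0.602, p = 0.0704, r 0.605 without the 2 farthest, adjusted p = 0.124). At 6408 CTCF sites called in every one of these libraries r was 0.3601 (permutation p = 0.228), so the test set before did not decide on longer fragments. Within the study series r was 0.704 (permutation p = 0.0274), and 0.475 without the 2 farthest lengths. A difference between series cannot account for that relation within 1 series, but cell number may. Chromatin of 50 M cells was longer, and its peaks were wider at like length. The median width at these sites was 898 bp at 272 bp (50 M) against 687 bp at 267 bp (20 M). Among 50 M libraries it went from 672 bp at 203 bp to 882 bp at 290 bp. Among 20 M libraries it went from 568 bp at 199 bp to 687 bp at 267 bp. No test held cell number. Width at these sites followed the median −log10 p with length held (partial r 0.833, permutation p = 0.00078), so stronger enrichment may widen CTCF peaks. Greater depth may do so too, since −log10 p depends on depth, which is unknown here. Width also followed length with −log10 p held (partial r 0.694, permutation p = 0.0129), so longer fragments may widen CTCF peaks as well. At 1877 TAL1 sites r with length was 0.646 (permutation p = 0.0430), which is consistent with longer fragments, but rho was 0.624 (p = 0.0618), the partial r with −log10 p held 0.614 (p = 0.0765), and r fell to 0.253 without the 2 farthest lengths. The partial r with −log10 p was 0.603 there (permutation p = 0.0802), so with 10 libraries neither enrichment nor depth can be told apart from no relation.

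Over all CTCF libraries, 95.6% ± 5.69 (SD, n = 23) of peaks held a match in Pass and 42.1% ± 40.1 (SD, n = 11) in Low pass or Fail libraries (permutation test, p = 1e-05, the smallest possible, adjusted p = 0.00013). For TAL1 the shares were 65.6% ± 3.25 (SD, n = 10) and 42.0% ± 29.1 (SD, n = 9; exact permutation test, p = 0.0143, adjusted p = 0.0334). That difference of 23.6 points was 3.49 with the consensus (exact permutation p = 0.136), 8.06 with the stricter threshold (p = 0.133) and 9.61 in the middle 200 bp (p = 0.197), so it depends on how a match is defined. Failed libraries of both factors share some of their strongest peaks. A peak on chromosome 17 from 4626171 to 4626614 in TAL1 at 166 bp overlaps one from 4626167 to 4626634 in CTCF at 194 bp and one from 4626099 to 4626598 in the longer 1 M list, at an interval that is also a CTCF reference site. Of the peaks at 329 bp, 28.6% overlap a peak of the library of 302 bp. For the pair of 248 bp, 26.5% overlap the list of 13086 peaks and 0.0990% that of 12915. The highest of 100 draws of windows of like repeat content gave 0.462% and 0.264%. The labels do not tell the cell numbers of this pair apart, but the overlap points to the longer list as the low-input one.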
